# A Global Expression Switch Marks Pachytene Initiation during Mouse Male Meiosis

**DOI:** 10.3390/genes1030469

**Published:** 2010-12-13

**Authors:** Mohammad Fallahi, Irina V. Getun, Zhen K. Wu, Philippe R.J. Bois

**Keywords:** meiosis, commitment, transcription, dynamic, expression array, mouse, MSCI

## Abstract

Male spermatogenesis is an essential and complex process necessary to gain totipotency and allow a whole new organism to develop upon fertilization. While single-gene based studies have provided insights into the mechanisms underlying spermatogenesis, detailed global profiling of all the key meiotic stages is required to fully define these processes. Here, by isolating highly enriched mouse meiotic cell populations, we have generated a comprehensive gene expression atlas of mammalian meiosis. Our data define unique signatures for the specific stages of meiosis, including global chromosome X inactivation and reactivation. The data also reveal profound switches in global gene expression at the initiation of pachynema that are reminiscent of the commitment to meiosis observed in budding yeast. Overall, this meiotic atlas provides an exhaustive blueprint and resource for mammalian gametogenesis and meiosis.

## 1. Introduction

Spermatogenesis is a complex developmental process that resets the entire genome. Spermatogenesis initiates with the establishment of germ cells in the genital ridges and culminates with the production of fully differentiated sperm [1,2]. While single-gene based studies have provided fundamental insights into some of the mechanisms that are operational during spermatogenesis, these processes are generally poorly defined. A major hurdle for the meiosis field has been the difficulty in isolating cells from the different stages of meiosis from the mammalian testis [3,4,5], in particular stages from pre-leptonema to middle pachynema. This has precluded a more global and detailed analysis of meiosis that would allow for the discovery of new developmental pathways, the identification of new stage specific markers, an understanding of changes that occur to the transcriptome, and insights into the regulatory mechanisms that control meiosis. 

Spermatogenesis requires complex interactions between the various compartments of the testis that allow germ cells to engage in meiosis and become spermatozoa. Meiotic cell division is unique to germ cells, is absolutely required for the production of haploid gametes, and is essential to maintain genomic integrity. Unlike somatic cell differentiation, where pluripotent cells are progressively locked into more restricted and highly specialized fates, germ cells go through a series of epigenetic events unique to this cell type that preserve totipotency and allow a whole new organism to develop upon fertilization and fusion of oocyte and spermatozoa to form a diploid zygote. The halving of chromosome number occurs in the prolonged prophase of meiosis I, which can be divided into distinct substages defined by distinct chromosomal events [6]. At the initiation of meiosis, sister chromatids replicate and enter prophase I at leptonema. The axial element, a proteinaceous backbone, immediately forms along each chromatin pair. It joins the two sister chromatids in a linear array that organizes chromatin into large 150–250 kb loops that extend out from the axial element. These homolog interactions condense the paired chromosomes and totally reorganize the architecture of the nucleus.

Double strand breaks (DSB) directed by the Spo11 meiotic-specific endonuclease initiate at leptonema and these are then bound by proteins that recognize and organize these single-stranded DNA ends at the zygonema stage, forming foci at recombination nodules. During this stage a chromosomal “bouquet” is observed, where telomeres, attached to the nuclear envelope, congregate opposite to the centrosome [7]. This contrasts with mitosis in somatic cells where centromeres generally point towards the centrosome. As homologous chromosomes align they become closely joined at discrete regions and then the final component, the synaptonemal complex (SC), zips the homologs together, leading to full synapsis during pachynema. At this stage, chromosomes are condensed and individual homologs are indistinguishable from their homologous partner. The exception are the X and Y chromosomes, which only synapse along their pseudo-autosomal region, and undergo large-scale chromatin remodeling and quasi-complete silencing in a peripheral nuclear subdomain called the sex- or XY-body in a processed called meiotic sex chromosome inactivation (MSCI) [8,9]. MSCI is thought to persist throughout the rest of prophase I. During diplonema, the SC disintegrates and homologous chromosomes begin to move apart, revealing individual chiasmata produced by recombination that function to hold the homologs together until the chromosomes are appropriately aligned. Chiasmata are then severed in anaphase I to allow the first meiotic division (MI) to proceed, which segregates the homologs to opposite poles of the cell to produce two daughter cells that then enter meiosis II.

To obtain a precise atlas of this complex process, we refined a FACS based methodology [10,11] that allows one to isolate all of the principal stages of meiosis, from pre-meiotic spermatogonia to haploid round spermatids, with purities greater than 95–98%. Expression array analysis and validation of these arrays has provided a detailed atlas of the changes in gene expression that are manifest during this unique development process. Our data are, to the best of our knowledge, the most refined and detailed to date to provide a global expression blueprint of male mouse meiosis. These data also validate the robust and facile FACS-based methodology as a technique to reliably and quickly isolate highly pure meiotic fractions from adult mouse testis. Most importantly, these studies have defined the dynamics of silencing and partial reactivation of chromosome X (chr X) during meiosis I progression and have also revealed a profound switch in the transcriptome at the early pachynema stage that is reminiscent of the point of commitment to meiosis observed in yeast [12]. 

## 2. Results and Discussion

### 2.1. Meiotic Cell Purification

Germ-cell development is unique in that it gives rise to an entire organism. Developmentally, cells undergoing meiosis originate from a population of pluripotent cells in the epiblast, which give rise to primordial germ cells (PGCs) [1]. In mice, a cluster of cells emerges inside the extra-embryonic mesoderm (E7.25) and their genome then undergoes epigenetic modifications that suppress somatic programming. PGCs then migrate (E10.5) and settle in the genital ridge (E11.5) where erasure and establishment of parental imprints proceeds (for review see Sasaki *et al.* [2]). In males at puberty, G1 arrested PGCs are re-activated, leading to spermatogonial self-renewal, meiosis, and spermiogenesis. This is a highly ordered process where mitotic proliferation of germ stem cells is sustained through type A spermatogonia, intermediate spermatogonia, and then type B spermatogonia. The latter then engage in meiosis to form pre-leptonema primary spermatocytes that undergo a final S-phase before entering meiotic prophase. These cells are intercalated between adjacent Sertoli cells on the adluminal side of the intercellular Sertoli junction and it is here that equational and reductional meiotic divisions take place to form haploid spermatids. Finally, differentiation is completed by spermiogenesis, which is a complex morphological transformation that culminates with the release of late spermatids into the lumen of the seminiferous tubule (Figure 1).

**Figure 1:**
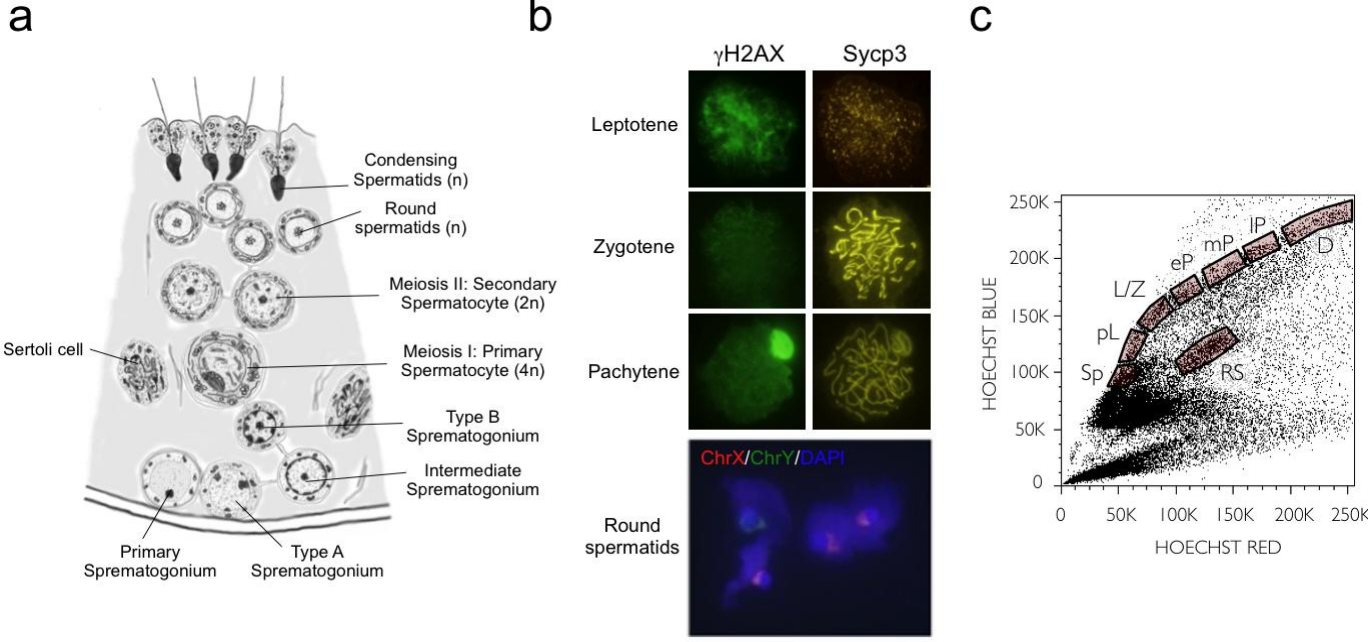
Architecture of the mammalian testis and purification of meiotic fractions. (**a**) Schematic drawing of a section of a seminiferous tubule with mitotic spermatogonia, spermatocytes, and spermatids surrounded by two Sertoli nurse cells; (**b**) Representative pictograms of FACS-purified meiosis prophase I meiotic stages labeled for phosphorylated histone H2AX and synaptonemal complex protein 3 (immunofluorescence analyses), as well as the split sexual chromosome in round spermatids (fluorescent *in situ* hybridization); (**c**) A representative Hoechst FACS profile is shown, with the various meiotic cell populations used in this study indicated: spermatogonia (Sp), pre-leptotene (pL), leptotene-zygotene (L/Z), early-pachytene (eP), middle-pachytene (mP), late-pachytene (lP), diplotene (D), and round spermatids (RS).

To obtain gene expression profiles for each of the major stages of mammalian male meiosis, we refined a FACS methodology using Hoechst 33342 stain that allows one to purify various meiotic fractions from adult male dissociated testicular cells [10,11,13,14] (see Methods section), and obtained very robust and reliable profiles for each of the major stages of meiosis (Figure 1c). This method combines the red and blue fluorescence of the Hoechst 33342 vital dye to discriminate cell DNA content (ploidy) and the efficiency of DNA staining, which varies according to the extent of chromatin condensation in various staged meiotic cells. As germ cells progress through meiosis, their DNA content is diploid (spermatogonia and secondary spermatocytes), tetraploid (leptonema, zygonema, pachynema, and diplonema) or haploid (round spermatids). We confirmed the correct stage and level of purity of each of these sorted fractions by immunohistochemistry (Figure 1b) [14]. Meiotic-specific markers of the synaptonemal complex protein SCP3 and histone γH2AX were used to discriminate the purity of the pre-leptotene to diplotene stage meiotic cells, and round spermatids were verified using X and Y specific chromosome painting. These analyses established a high degree of enrichment, above 95–98%, for each FACS sorted fraction, excluding the leptotene/zygotene fraction where approximately 50% of each stage were detected. Importantly, minor contaminating cells in each fraction were strictly meiotic in nature from adjacent fractions, with no evidence of somatic cell contamination. 

Independent biological samples, comprised of pools of at least three independent FACS sorts for each meiotic population, were then analyzed for their global transcriptomes using Affymetrix MOE430 version 2 microarray. 

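The 20 arrays held RNA of 8 fractions sorted on Hoechst fluorescence: 4 arrays of spermatogonia, 3 of pre-leptotene, 3 of leptotene-zygotene, 1 of early-pachytene, 2 of mid-pachytene, 1 of late-pachytene and 2 of diplotene spermatocytes, and 4 of round spermatids. The mice were 10 to 14 weeks old in the paper and 10 to 16 weeks old in the sample labels. The values the authors deposited are GC-RMA signal intensities on the linear scale for 45037 probe sets, with no control probe sets among them. The median signal per array was between 11.1 and 12.7, and between 34.6% and 39.8% of the probe sets had a signal of 32 or more. Signals were taken to log2, and limma compared the fractions in 1 model over all arrays with 12 residual degrees of freedom. The single early-pachytene and late-pachytene arrays were thereby assumed to vary like the arrays of the other fractions. Tests were two-sided and covered the 22396 probe sets with a log2 value of at least 5 in at least 2 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. The number of arrays limits the precision. When changes of 2 on the log2 scale were added to simulated values with the spread of these arrays, 51.5% of them were recovered between spermatogonia and pre-leptotene, 39.4% between leptotene-zygotene and mid-pachytene, and 3.03% between leptotene-zygotene and early-pachytene. Only 200 simulated probe sets were given changes, and the adjustment depends on that number. The rates therefore do not carry over to comparisons with many changes, such as leptotene-zygotene with mid-pachytene, where 6479 were called.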

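From spermatogonia to pre-leptotene cells, 16 of the 22396 probe sets rose and 93 fell. Lad1, which encodes the anchoring filament protein ladinin, rose by 2.64 on the log2 scale (standard error 0.31, adjusted p = 0.00219 from limma), with all 3 pre-leptotene arrays above all 4 spermatogonia arrays. Lyz2, which encodes the lysozyme of macrophages, fell by 4.92 (standard error 0.59, adjusted p = 0.00219), and Ptprc, which encodes the leukocyte surface protein CD45, fell by 4.28 (standard error 0.54, adjusted p = 0.00354); the study's own stage lists hold both genes, which are therefore not independent evidence. From pre-leptotene to leptotene-zygotene cells, 416 probe sets rose and 37 fell. Fam181a rose by 3.88 (standard error 0.43, adjusted p = 0.00164), and E2f2, which encodes a transcription factor of the cell cycle, fell by 2.75 (standard error 0.44, adjusted p = 0.00983). With a floor at log2 5, Lad1 and Fam181a had changes of 0.86 and 1.06 and did not pass (adjusted p = 0.0939 and 0.151), while Lyz2, Ptprc and E2f2 had -3.71, -2.97 and -2.06. Both totals rested on single arrays. The first, 109, was 9 without pre-leptotene replicate 3, 61 without pre-leptotene replicate 1, and 15, 22, 359 and 725 without spermatogonia replicates 1, 2, 3 and 4. The second, 453, was 58 and 65 without pre-leptotene replicates 1 and 3, and 781, 266 and 36 without leptotene-zygotene replicates 1, 2 and 3. With replicate number as a block, so that arrays of equal number were paired, the totals were 927 and 996, with all of the 109 and 453 among them. With array project by the numbers of Table S1 as a fixed block they were 873, with the 109 among them, and 239, with 184 of the 453. With the project matched by equal signals, which differs for 14 of the 20 arrays and was chosen after the data were examined, they were 904, with the 109 among them, and 1031, with 433 of the 453. In the first comparison the share of rises was 14.7%, against 31.6% of 19 after another quantile normalization, 22.2% of 18 after median centring, 52.4% of 21 with no filter and 48.0% of 25 with a floor at log2 5.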

The gene expression patterns from these 20 microarrays provided a global and detailed atlas of the dynamics of gene expression during meiotic progression.

### 2.2. Expression Analysis Overview

A combination of comparative and analytical approaches was used to identify and derive informative gene expression signatures for all stages of mouse spermatogenesis. One objective was to obtain an overview of the dynamics of global gene expression between the closely related meiotic populations. Initially, 20 microarray GeneChips were subjected to MAS5 detection call algorithm (Affymetrix Expression Console v1.0) to identify probe sets that were present (*p* < 0.05) in each population. For populations with more than two chip replicates, one wild card detection call was used. To define the most stage-specific genes, probe sets designated as “Present” were ranked based on their average GC-RMA signals normalized to the median across all 20 arrays, and the 1,000 top-ranked probe sets for each population were identified and pooled together using GeneSpring GX 7.3.1. This revealed 5,281 (5.3 K) probe sets, which we subjected to K-means clustering. This yielded 8 sets that had clear meiotic fraction-specific signatures (Figure 2). 

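Stage-specific probe sets overlapped most among mid-pachytene, late-pachytene and diplotene cells. The lists of late-pachytene and diplotene cells had 571 of their 1000 probe sets in common, mid-pachytene and late-pachytene 482, and mid-pachytene and diplotene 466. Pre-leptotene cells shared 309 with leptotene-zygotene cells and 291 with spermatogonia, and diplotene cells shared 253 with round spermatids. Leptotene-zygotene and early-pachytene cells shared 46, early- and mid-pachytene 105, and early-pachytene cells and round spermatids 337. Spermatogonia and late-pachytene cells shared 0. Each list held the 1000 probe sets with the highest ratio of a fraction's mean signal to the median of the 20 arrays, among those with a mean signal of at least 32 in that fraction, which stood in for the MAS5 call that the deposited signals do not allow to be repeated. Pooled, the lists held 5282 probe sets, of which 3357 were in 1 list only.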

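In K-means clustering of the pooled probe sets, 4 clusters peaked before pachynema and 4 from late-pachytene cells on. The clusters that peaked early held 943 probe sets highest in pre-leptotene cells, 654 highest in leptotene-zygotene cells, 387 also highest in pre-leptotene cells and 249 highest in spermatogonia. The late ones held 1113 probe sets highest in diplotene cells, 682 highest in late-pachytene cells, and 943 and 311 highest in round spermatids. The 311 probe sets were also high in spermatogonia, at a mean of 0.81 standard deviations above the probe set's own mean, and lay at -0.80 in pre-leptotene cells. Log2 signals were standardised per probe set over the 20 arrays, and the best of 100 starts was kept.

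**Figure D1:**
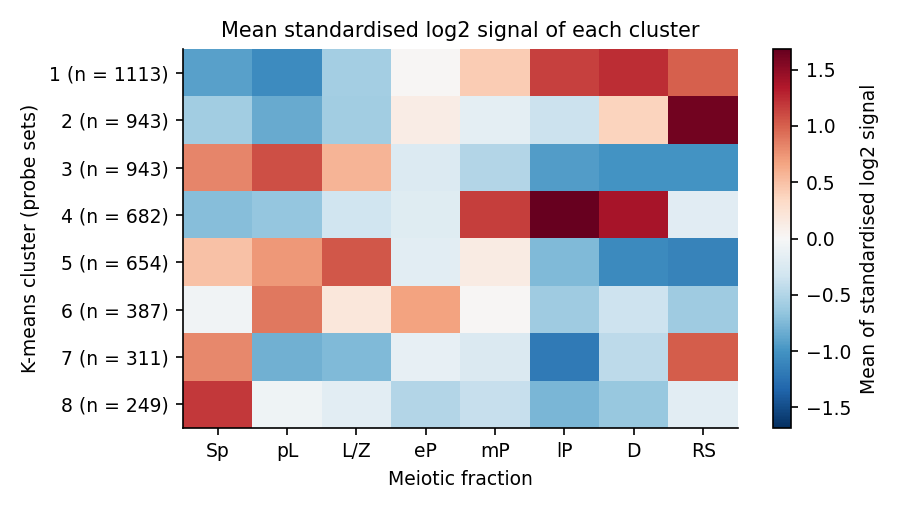
Mean standardised log2 signal (colour, in standard deviations over the 20 arrays) of the 8 K-means clusters (vertical axis, with the number of probe sets) in the 8 fractions (horizontal axis). The cluster of 1113 probe sets lies lowest in pre-leptotene and highest in diplotene cells.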

Finally, enriched biological processes within each cluster were identified using GO ontology terms. 

These heatmaps revealed an expected relatedness between several meiotic fractions, where populations prior to mid-pachynema are closely related. For example, the largest cluster #1, having 2,048 shared probe sets, is observed from spermatogonia to leptonema/zygonema. Indeed, as one might predict, gene set enrichment analysis (GSEA) revealed that many of these genes are involved in spindle regulation, mitosis, helicase activity, sexual reproduction and gamete generation (Supplementary Figure S1) [15,16]. 

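By their median correlation, spermatogonia, pre-leptotene and leptotene-zygotene cells were closer to each other than to mid-pachytene and later cells. Between arrays of different fractions before pachynema, the median Pearson correlation across probe sets was 0.971 (33 pairs). Between different fractions from mid-pachytene cells to round spermatids it was 0.934 (28 pairs), and across the 2 sides it was 0.830 (90 pairs). The early-pachytene array had a median correlation of 0.939 with the 10 earlier arrays and of 0.915 with the 9 later ones. Average-linkage clustering into 2 groups placed early-pachytene cells with the later fractions, and clustering into 3 groups set the 4 round spermatid arrays apart. Probe sets are not independent replicates, so no p is given for these correlations.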

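The cluster of 943 probe sets that was highest in pre-leptotene cells had the profile closest to one spanning spermatogonia to leptotene-zygotene cells. Its mean standardised signal was 0.82 in spermatogonia, 1.08 in pre-leptotene and 0.57 in leptotene-zygotene cells, then -0.23 in early-pachytene, -0.49 in mid-pachytene and -1.01 in round spermatids. The cluster of 654 probe sets was also positive in all 3 early fractions, with 0.49, 0.73 and 1.05, but stood at 0.14 in mid-pachytene cells. The largest cluster ran the other way, from -0.91 in spermatogonia to 1.24 in diplotene cells. With 7 clusters in place of 8, the largest held 1474 probe sets and was highest in pre-leptotene cells and lowest in round spermatids. The direction of the largest cluster therefore depends on the number of clusters.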

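Genes of mitosis and of DNA replication were lower in mid-pachytene than in leptotene-zygotene cells, and genes of the motile cilium were higher. Of 25 genes of mitosis and the spindle, 11 fell and 0 rose (12 and 0 adjusted over the list alone), and the mean change was -0.81 on the log2 scale (adjusted p = 0.00104 from camera, 0.838 with an estimated correlation). Ccna2, encoding cyclin A2, fell by 1.97, and Kif23 and Tpx2, which encode spindle proteins, fell by 1.75 and 1.53. Aurkb, encoding the kinase Aurora B, fell by 2.08, and its change of -2.24 without mid-pachytene replicate 2 did not pass the test. Of 31 genes of DNA replication and helicases, 13 fell and 2 rose (17 and 2 adjusted over the list alone), with a mean of -0.85 (adjusted p = 0.00279, 0.787 with an estimated correlation). Rrm2, a subunit of ribonucleotide reductase, fell by 2.29, Cdc6, a replication licensing factor, fell by 2.16, and the chromatin remodeller gene Chd1 rose by 2.48. Of 27 genes of the motile cilium and axoneme, 22 rose and 0 fell (23 and 0 adjusted over the list alone), with a mean of 2.20 (adjusted p = 8.33e-09, 0.732 with an estimated correlation). The axonemal dynein gene Dnaic1 rose by 3.57, the radial spoke gene Rsph9 by 3.43 and Hydin, of the central pair apparatus, by 3.13. Between pre-leptotene and leptotene-zygotene cells the cilium list already had a mean change of 1.78, with 8 genes up (21 adjusted over the list alone; adjusted p = 1.72e-15, 0.486 with an estimated correlation). Pre-leptotene was the lowest fraction for this list. Its mean change from spermatogonia was -0.85 (adjusted p = 1.87e-05 from camera, 0.79 with an estimated correlation). At that step spermatid genes had a mean change of -1.73 (adjusted p = 8.29e-20 from camera, 0.486 with an estimated correlation). Genes of spermatids were higher at both later steps too, by means of 0.91 to leptotene-zygotene (adjusted p = 0.00201, 0.958 with an estimated correlation) and 1.46 to mid-pachytene cells (adjusted p = 0.000163, 0.939 with an estimated correlation).

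**Figure D2:**
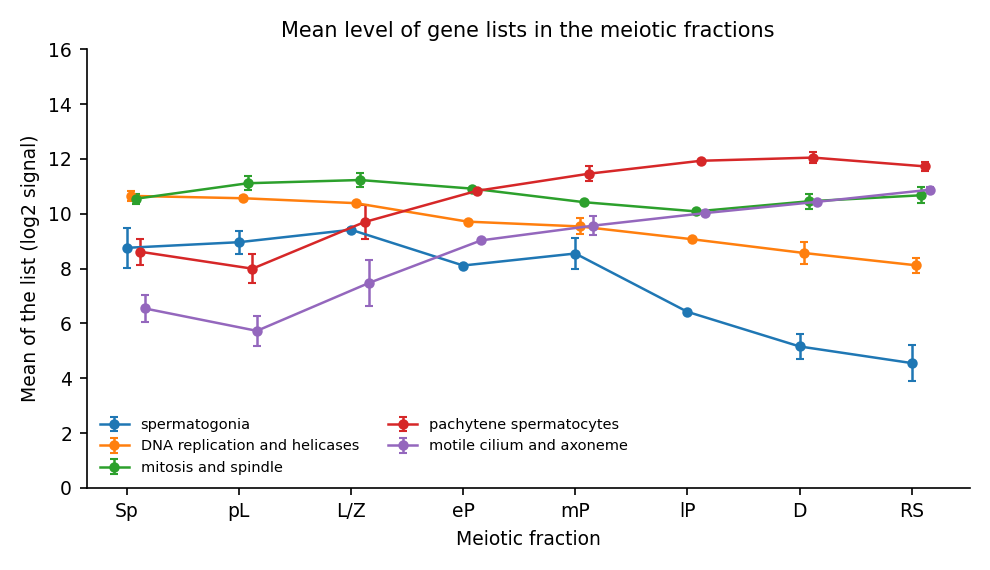
Mean log2 signal over the genes of 5 lists (vertical axis) in the 8 fractions (horizontal axis). Points are fraction means and bars the SD over arrays, with no bar for the single early-pachytene and late-pachytene arrays; the cilium list goes from 7.47 in leptotene-zygotene to 9.57 in mid-pachytene cells.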

Importantly, however, these datasets also revealed a striking switch in the transcriptome between the leptonema/zygonema and mid-pachynema stages. Indeed, the signature of the early pachynema fraction indicates global reprogramming of gene expression at this interval of sperm development (Figure 2, and see below). 

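Between leptotene-zygotene and mid-pachytene cells, 3062 probe sets rose and 3417 fell, which is 28.9% of those tested. After median centring 3285 rose and 2981 fell, and after another quantile normalization 3332 rose and 3203 fell. The excess of falls therefore depends on the normalization. The largest rise was that of Tmem45b, a transmembrane protein gene, by 4.88 on the log2 scale (standard error 0.31, adjusted p = 9.59e-07). Mapk15, encoding a kinase that acts at cilia, rose by 4.41 (standard error 0.46, adjusted p = 4.25e-05), and Lrat, encoding the enzyme that esterifies retinol, rose by 4.00 (standard error 0.28, adjusted p = 2.60e-06). The largest falls were those of 3 X-linked genes, Nexmif by 4.42 (standard error 0.38, adjusted p = 1.94e-05), Fam199x by 4.14 and Ids, encoding the lysosomal iduronate sulfatase, by 3.78. Among autosomal genes, Gli2, a transcription factor of hedgehog signalling, fell by 3.41 (standard error 0.39, adjusted p = 6.67e-05) and Cdc25b, encoding a phosphatase that drives entry into mitosis, by 3.31. With a floor at log2 5 the changes of these genes, in this order, were 3.98, 3.06, 1.43, -1.93, -3.15, -3.05, -2.57 and -1.91, all past the test. These genes were chosen by a rule that required the 2 mid-pachytene arrays to lie outside the range of the 3 leptotene-zygotene arrays. Without mid-pachytene replicate 2 the total of 6479 was 2100, and the rise of Abca5 (3.10) and the fall of Pik3ap1 (-2.22) no longer passed the test. With replicate number as a block the total was 8929, with 6419 of the 6479 among them.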

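In early-pachytene cells 362 probe sets were higher and 703 lower than in leptotene-zygotene cells, and 369 were higher and 50 lower in mid-pachytene than in early-pachytene cells. Nr2f2, a nuclear receptor gene, fell by 4.54 at the first step (standard error 0.49, adjusted p = 0.000597), and Vopp1 fell by 3.92 (standard error 0.58, adjusted p = 0.00377). Igfbp5, encoding a binding protein of insulin-like growth factors, rose by 4.72 (standard error 0.83, adjusted p = 0.00877). Of 30 genes of spermatids 4 rose and 0 fell at the first step (10 and 0 adjusted over the list alone), with a mean of 1.82 (adjusted p = 4.68e-08 from camera, 0.787 with an estimated correlation). At the next step Cntln, encoding the centriolar protein centlein, rose by 4.85 (standard error 0.56, adjusted p = 0.000931) and the ganglioside synthase gene B4galnt1 by 4.61. With a floor at log2 5 the changes of Nr2f2, Vopp1, Cntln and B4galnt1 were -2.36, -2.39, 3.72 and 2.25. On a scale that runs from 0 at the mean of leptotene-zygotene to 1 at the mean of mid-pachytene, over the 6479 probe sets that differ between them, the early-pachytene array stood at 0.588. The leptotene-zygotene arrays stood at -0.10, -0.02 and 0.12 and the mid-pachytene arrays at 0.88 and 1.12 (pooled SD 0.137). Rising probe sets stood at 0.519 and falling ones at 0.685. After median centring, an alternative chosen after the data were examined, the array stood at 0.594, with rising probe sets at 0.614 and falling ones at 0.561, so neither direction can be said to have come further. Early-pachytene has 1 array, so its own spread is unknown. The total of 1065 was 418, 189 and 1832 without leptotene-zygotene replicates 1, 2 and 3, and 4825 with replicate number as a block, with the 1065 among them. That block took the early-pachytene array as replicate 1 after Table S1, since its label gives no number, so the pairing is uncertain. With array project by the numbers of Table S1 as a fixed block the total was 4252, with 1036 of the 1065. With the project matched by equal signals, chosen after the data were examined, it was 350, with 268 of them. The match by equal signals is the better supported numbering, and with it most of the 1065 did not pass. The median over all probe sets was -0.26 at the first step. After median centring, which removes it, 671 probe sets rose and 374 fell, and after another quantile normalization 714 rose and 486 fell, so that the share of rises moved from 34.0% to 64.2% and 59.5%. The total of 419 at the next step was 121 without mid-pachytene replicate 2, and its share of rises was 88.1%, against 76.4% after median centring, 77.5% of 725 with a floor at log2 5 and 50.5% of 1021 with no filter, where 516 rose and 505 fell. The filter asks for 2 arrays and so leaves out probe sets that are high in the 1 early-pachytene array alone, and the excess of rises holds only with it.

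**Figure D3:**
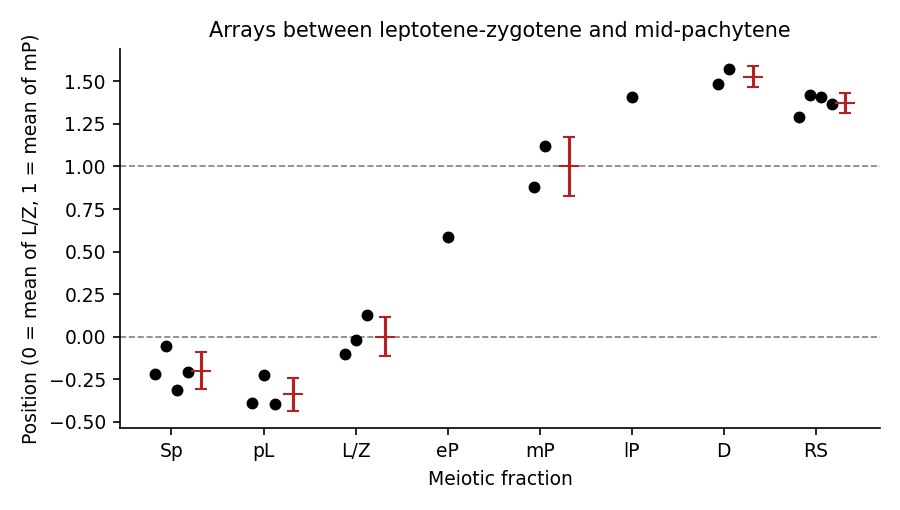
Position of each of the 20 arrays (points) on the line from the leptotene-zygotene mean (0) to the mid-pachytene mean (1), in units of that distance (vertical axis), by fraction (horizontal axis). Red bars are the mean and SD of fractions with at least 2 arrays; the early-pachytene array stands at 0.588.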

The complete probe set list of each cluster is provided in Supplementary Dataset S1 and detailed gene ontology enrichment analyses for the set of genes found in each cluster are presented in Supplementary Dataset S2.

To validate our dataset, we also performed clustering analysis by comparing our datasets with those from two other previously performed studies [4,5]. These datasets were both collected using the identical Affymetrix platform, allowing efficient comparison. The first dataset collected by the Primig laboratory (European Bioinformatics Institute ArrayExpress public data repository, E-TABM-130) consists of sertoli cells (>95% purity), spermatogonia (>85%), pachytene spermatocytes (>82.5%), round spermatids (90–95%), tubules, and whole testis [5]. The second dataset was collected by the Lee laboratory (Gene Expression Omnibus, GSE4193) from four meiotic subpopulations including spermatogonia type A and B (>85%), pachytene spermatocytes (>95%), and round spermatids (>95%) [4]. Clustering analysis produced the expected distribution with our purified meiotic populations found between the two other datasets (Supplementary Figure S2 and Figure S3). Moreover, we found strong correlation between closely related populations (Supplementary Table S1).

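Several arrays were closer to an array of the neighbouring fraction than to any replicate of their own. Diplotene replicate 1 was nearest to the late-pachytene array, with a Pearson correlation of 0.988 across probe sets, and pre-leptotene and leptotene-zygotene replicates 1 to each other, with 0.985. Spermatogonia replicates 3 and 4 were nearest to pre-leptotene replicate 3, with 0.981 and 0.978. The early-pachytene array, which has no replicate, was nearest to mid-pachytene replicate 1, with 0.975. Replicates of equal number, and arrays of 1 array project, shared part of their deviation from the fraction means (median 0.335 over 37 pairs of equal replicate number, above 0.1 in 33 of them).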

**Figure 2:**
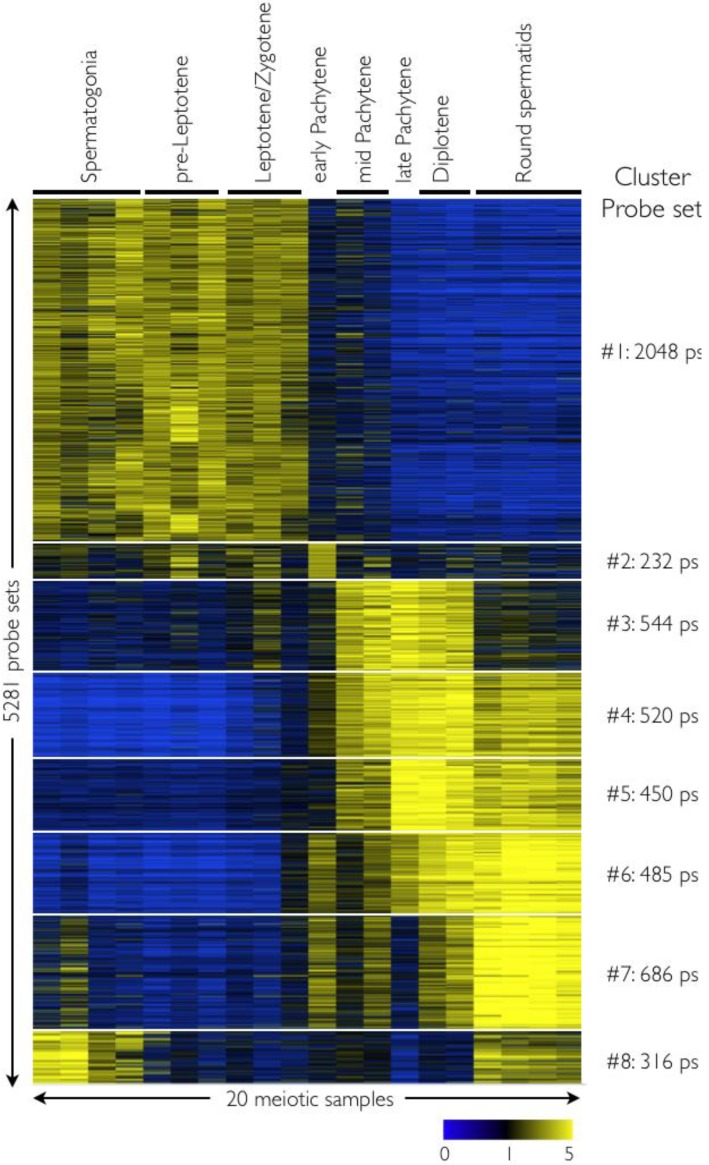
Dynamics of meiotic gene expression. The heatmap shows probe sets having meiotic fraction-specific genes, which are indicated. Each horizontal line corresponds to a probe set with yellow and blue indicating normalized high and low expression, respectively. Genes are divided into 8 K-means clusters. Complete gene lists and GO terms tables are available in the Supporting Information (Supplementary Dataset S1 and Dataset S2).

### 2.3. Meiotic Sex Chromosome Inactivation

We analyzed the dynamics of chr X inactivation and reactivation, a feature unique to male meiosis, where both unsynapsed sexual chromosomes are subjected to global epigenetic regulation that directs silencing across chr X [17]. To this end, we generated a heatmap of 874 X-linked probe sets (513 unique and 48 multicopy genes) and these were ordered relative to their chromosome location from centromere to telomere (Figure 3). 

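The X-linked probe sets of Dataset S3 measure genes such as Akap4, Prdx4, Cetn2, Pgk1 and Rbbp7. All 889 of them are among the deposited signals, the ones that the paper set aside included, and 598 were tested. A reference annotation of the mouse genome gave 1 gene with a chromosome for 734 of the 889, on chromosome X for 721 and on another chromosome for 13. The other 155 had no single gene with a chromosome. The sheet of multicopy genes in Dataset S3 lists 31 probe sets, of which 25 are also in the list of X-linked ones. The positions in Dataset S3 name no genome build and were not used here.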

As previously noted, chr X gene expression is elevated in the early steps of spermatogenesis, leading to a very significant overall bias toward X-link probe sets (*p* = 3.09 × 10^−50^) [18,19]. 

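X-linked genes were higher before pachynema far more often than others. Of the 598 X-linked probe sets, 469 (78.4%) were higher in spermatogonia, pre-leptotene and leptotene-zygotene cells than in mid-pachytene to round spermatid cells, against 9236 of the 21798 others (42.4%). The odds ratio was 4.94 (two-sided Fisher's exact test, p = 2.20e-70, across probe sets, which are not independent of each other). Taking as X-linked the 548 probe sets that the reference annotation places there, 446 (81.4%) were higher. The median change of the 598 across the 2 sides was -2.40 on the log2 scale, against -0.20 for the others. As a set they had adjusted p = 1.63e-14 from camera, and 0.142 with an estimated correlation.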

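X-linked probe sets lost signal at each step from leptotene-zygotene to late-pachytene cells, with the largest loss after mid-pachytene. Each probe set was first taken relative to its own mean over the 20 arrays, so the values below do not compare absolute signals. The median log2 level of the X-linked probe sets minus that of the others was 1.25 ± 0.14 (SD, n = 4) in spermatogonia. It was 1.16 ± 0.18 (n = 3) in pre-leptotene and 0.95 ± 0.22 (n = 3) in leptotene-zygotene cells. It was 0.20 in the early-pachytene array, -0.41 ± 0.39 (n = 2) in mid-pachytene, -1.64 in the late-pachytene array, -1.60 ± 0.29 (n = 2) in diplotene and -0.91 ± 0.20 (n = 4) in round spermatids. The 10 arrays before pachynema exceeded the 4 round spermatid arrays by 2.04 (exact permutation test, two-sided, p = 0.002). At the step from leptotene-zygotene to early-pachytene cells 37 of the 598 fell and 6 rose, with a median of -0.89 against -0.25 for the others (adjusted p = 2.29e-05 from camera, 0.371 with an estimated correlation). From early- to mid-pachytene cells 8 fell and 0 rose, with a median of -0.46 against 0.08 for the others (adjusted p = 1.48e-11, 0.183 with an estimated correlation). From mid- to late-pachytene cells 79 fell and 0 rose, with a median of -1.29 (adjusted p = 1.81e-20, 0.09 with an estimated correlation). Within array projects that hold both sides, the excess before pachynema over round spermatids was 2.32, 1.78 and 1.89 by the numbers of Table S1 and 2.09, 1.83 and 2.05 by equal signals, the latter chosen after the data were examined.

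**Figure D4:**
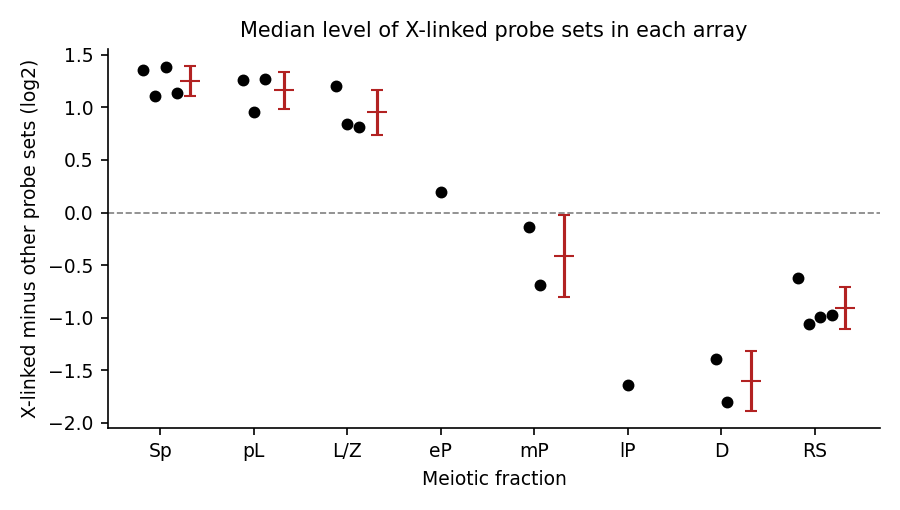
Median log2 level of the 598 X-linked probe sets minus that of the other probe sets (vertical axis), for each of the 20 arrays (points), by fraction (horizontal axis). Levels are relative to each probe set's own mean over the 20 arrays. Red bars are the mean and SD of fractions with at least 2 arrays; the late-pachytene array stands at -1.64.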

As expected, as soon as early pachynema is initiated or at the zygonema-to-pachynema transition, chr X is rapidly silenced and set apart in the sex-body (Figure 1b) [8]. 

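Prps1, an X-linked gene for an enzyme of nucleotide synthesis, fell by 6.61 on the log2 scale from spermatogonia to late-pachytene cells (standard error 0.59, adjusted p = 1.21e-06). Rps6ka6, encoding a ribosomal S6 kinase, fell by 6.45, Plp2 by 6.21, the copper transporter gene Atp7a by 5.56 and Phf8, encoding a histone demethylase, by 5.56. With a floor at log2 5 these changes were -5.18, -6.00, -3.81, -4.23 and -3.59. Of the 598 X-linked probe sets, 435 fell and 6 rose, with a median of -3.02 against -0.18 for the others (adjusted p = 9.22e-23 from camera, 0.09 with an estimated correlation). The mean over all 889 of the ratio of the spermatogonia mean signal to the late-pachytene signal was 9.32 (SD 1.10 over the 4 spermatogonia arrays), and 292 had a ratio of at least 10. The median ratio was 3.67. Late-pachytene has 1 array.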

There was an average 12-fold reduction in probe set signal between spermatogonia and late pachynema, where chr X transcription is at its lowest. MSCI has been thought to persist throughout the rest of prophase I (pachynema and diplonema) [4,19], yet our refined dataset established that this is not the case. Indeed, partial chr X reactivation is seen for some genes as early as diplonema. This strongly suggests that a complete MSCI is a rather transient state, echoing observations demonstrating that some regions of chr X may escape inactivation [20]. This reactivation, while far from complete, still represents a highly significant proportion or 37.7% (330 probe sets) of the total probe sets initially selected. 

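No X-linked probe set passed the test between late-pachytene and diplotene cells: of the 598, limma placed 0 under an adjusted p of 0.05, and 67 had an unadjusted p under 0.05, of which 32 were higher in diplotene cells. Their median change was -0.08, against -0.06 for the other probe sets. The 25 multicopy probe sets had a median of 1.09, with 10 at an unadjusted p under 0.05, 8 of them higher (adjusted p = 0.000680 from camera, 0.053 with an estimated correlation). At the same step genes of spermatids had a mean change of 1.58 (adjusted p = 1.83e-11, 0.732 with an estimated correlation) and genes of Sertoli cells one of 1.18 (adjusted p = 0.00201, 0.894 with an estimated correlation). The Sertoli cell rise rested on diplotene replicate 1. Over the 20 genes of that list the mean log2 signal was 6.62 in this array, 5.08 in diplotene replicate 2 and 5.00 in the late-pachytene array. Gria4, an autosomal glutamate receptor gene, and Lpo, encoding lactoperoxidase, were the only genes that rose at this step, by 2.95 (standard error 0.36, adjusted p = 0.0117) and 2.67 (standard error 0.39, adjusted p = 0.0457). With a floor at log2 5 they had changes of 0.58 and 0.79 and did not pass (adjusted p = 0.242 and 0.216). Without diplotene replicate 2 neither passed (2.88 and 2.80) and the total was 0, with 567 at an unadjusted p under 0.05, and without diplotene replicate 1 it was 78. With a floor at log2 5, 29 other probe sets rose and 42 fell at this step, and with no filter 40 rose and 157 fell. Of simulated changes of 2 on the log2 scale, 7.58% were recovered between these fractions. From diplotene cells to round spermatids, 168 X-linked probe sets rose and 1 fell, with a median of 0.29 (adjusted p = 2.12e-11 from camera, 0.183 with an estimated correlation).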

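By any amount, 328 of the 889 X-linked probe sets (36.9%) had a higher mean signal in diplotene than in late-pachytene cells, and 178 (20.0%) were higher in both diplotene arrays. Of the tested probe sets, 43.0% of the X-linked ones and 46.4% of the others were higher, and 15.2% and 11.6% were higher by at least 2-fold. The share over all 889 was 25.6% without diplotene replicate 1 and 48.7% without replicate 2. At 1.5-fold or more it was 17.5%.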

Most interestingly, when analyzing outliers, most were due to curation errors where they were assigned to the wrong chromosome all together, or represented probe sets present in multiple copies across the mouse genome, for example those encoding highly expressed ribosomal proteins (Rps7, Rps20, Rps28, Rpl3) or Odc1 (Ornithine decarboxylase 1) and its many pseudogenes. 

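The ribosomal protein genes Rps7, Rps20 and Rps28 and the polyamine synthesis gene Odc1 are on chromosomes 12, 4, 17 and 12 of the reference annotation. Their ratio of spermatogonia to late-pachytene signal was 1.04 for Rps7, 1.02 and 0.956 for the probe sets of Rps20, and 1.44 for Rps28. Odc1 was higher in late-pachytene cells, with ratios of 0.282 and 0.311. The 13 probe sets of Dataset S3 whose gene is on another chromosome also measure Abcf1, on chromosome 17, and Styx, on chromosome 14. Their median late-pachytene signal was 2270, against 11.0 for all 889. Rpl3 had a ratio of 2.65 with no single gene in the annotation of its probe set.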

Overall, a total of 15 probe sets had to be excluded. However, some were *bona fide* X-linked genes such as *Akap4* (A-kinase anchoring protein 4), a gene encoding a scaffold for complexes involved in regulating flagella function [21,22], and Prdx4 (Peroxiredoxin 4), which is also essential for spermatogenesis [23]. These may either escape MSCI or their expression may reflect differences in mRNA turnover. Indeed, there was a good correlation between pre-pachynema expression level and level present at late pachynema (Pearson correlation *r*_spermatogonia *vs.* late pachytene_ = 0.69). 

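Akap4 changed by -3.68, -4.09 and -4.17 on the log2 scale at its 3 probe sets from spermatogonia to late-pachytene cells (standard errors 0.83, 0.78 and 0.79, adjusted p = 0.00179, 0.000480 and 0.000432). It rose by 3.45, 3.87 and 3.92 from late-pachytene cells to round spermatids, with adjusted p = 0.00532, 0.00164 and 0.00155. Among its most expressed probe sets, mean signals were 8277 and 9675 in spermatogonia and 5598 and 6132 in round spermatids. Genes of spermatids were higher in spermatogonia than in pre-leptotene arrays as well. Whether the spermatogonia signal of Akap4 is RNA of spermatids was not tested, so its fall cannot be read as silencing alone. Prdx4, which encodes a peroxidase of the secretory pathway, fell by 4.32 at 1 probe set (standard error 0.49, adjusted p = 5.61e-06) and rose by 2.08 in round spermatids (standard error 0.49, adjusted p = 0.00417). Its other probe sets fell by 3.27 and 1.51, the latter being -1.09 and not passing with a floor at log2 5 (adjusted p = 0.0516), and had changes of 1.12 and 0.33 at the later step (adjusted p = 0.259 and 0.687). Late-pachytene log2 signals rest on 1 array. Round spermatid replicate 1 was far from the others for Akap4, with a log2 signal of 13.26 against 11.92 to 12.12 at 1 of its probe sets. The Prdx4 probe set with the largest fall had 10.29 in replicate 4 against 10.85 to 10.87.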

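Across the 889 X-linked probe sets, the Pearson correlation between mean log2 signals in spermatogonia and in late-pachytene cells was 0.788 (SD 0.0201 over the 4 spermatogonia arrays), and Spearman's rho was 0.787. For the 598 tested X-linked probe sets it was 0.736, and for the 21798 other tested probe sets 0.683. These are correlations across genes, which are not independent replicates. On the linear scale the first value was 0.849.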

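Tex13b, a testis-expressed X-linked gene, had a spermatogonia signal 40.5 times its late-pachytene signal, the highest ratio among the most expressed X-linked probe sets. Rbbp7, encoding a histone-binding protein, had ratios of 17.1 and 12.7, Morf4l2, of a histone acetyltransferase complex, 19.0, and the translation initiation factor gene Eif1ax 14.7. Ndufa1, encoding a subunit of mitochondrial complex I, had 3.24. These are among the 17 probe sets of Dataset S3 with a spermatogonia signal at least 10 times the mean of the 889. Their mean ratio was 12.3 (SD 1.97 over the 4 spermatogonia arrays), and 10 of the 17 had a ratio of at least 10. The 17 include 6 probe sets of Rps7, Rps20, Rps28 and Rpl3, which the paper names as misassigned or multicopy. Without them 10 of 11 had a ratio of at least 10, all but that of Ndufa1. The 11 include probe sets of Akap4, whose spermatogonia signal has the limit given above.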

In fact, the most highly expressed chr X transcripts at the spermatogonia stage (10-fold higher than average) were still subject to >10-fold repression at late pachynema. 

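The claudin-like genes Cldn34c4 and Cldn34b2 had the largest rises among X-linked genes from late-pachytene cells to round spermatids, by 5.64 (standard error 0.80, adjusted p = 0.000139) and 5.63 on the log2 scale. Tcp11x2 rose by 5.08, the phosphatase gene Dusp21 by 4.97 and Efhc2, of the axoneme, by 4.90. With a floor at log2 5 these changes were 3.98, 4.22, 4.10, 2.66 and 4.55. Of the 598 X-linked probe sets 159 rose and 29 fell, with a median of 0.20 against -0.18 for the others (adjusted p = 2.88e-06 from camera, 0.343 with an estimated correlation). Over all 889 the mean ratio of round spermatid to late-pachytene signal was 3.24 (SD 0.641 over the 4 round spermatid arrays), the median ratio was 1.05, and 78 had a ratio of at least 10. Their summed signal in round spermatids was 43.6% of that in spermatogonia, 35.2% without the 8 probe sets of Rps7, Rps20, Rps28, Rpl3 and Odc1 and 26.3% over the 721 probe sets on chromosome X of the reference annotation.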

Thereafter, these genes were robustly expressed, with an average 5.25-fold induction between late pachynema and round spermatids, restoring levels to half of their initial levels in spermatogonia. A complete X-linked probe set list is provided in Supplementary Dataset S3.

**Figure 3:**
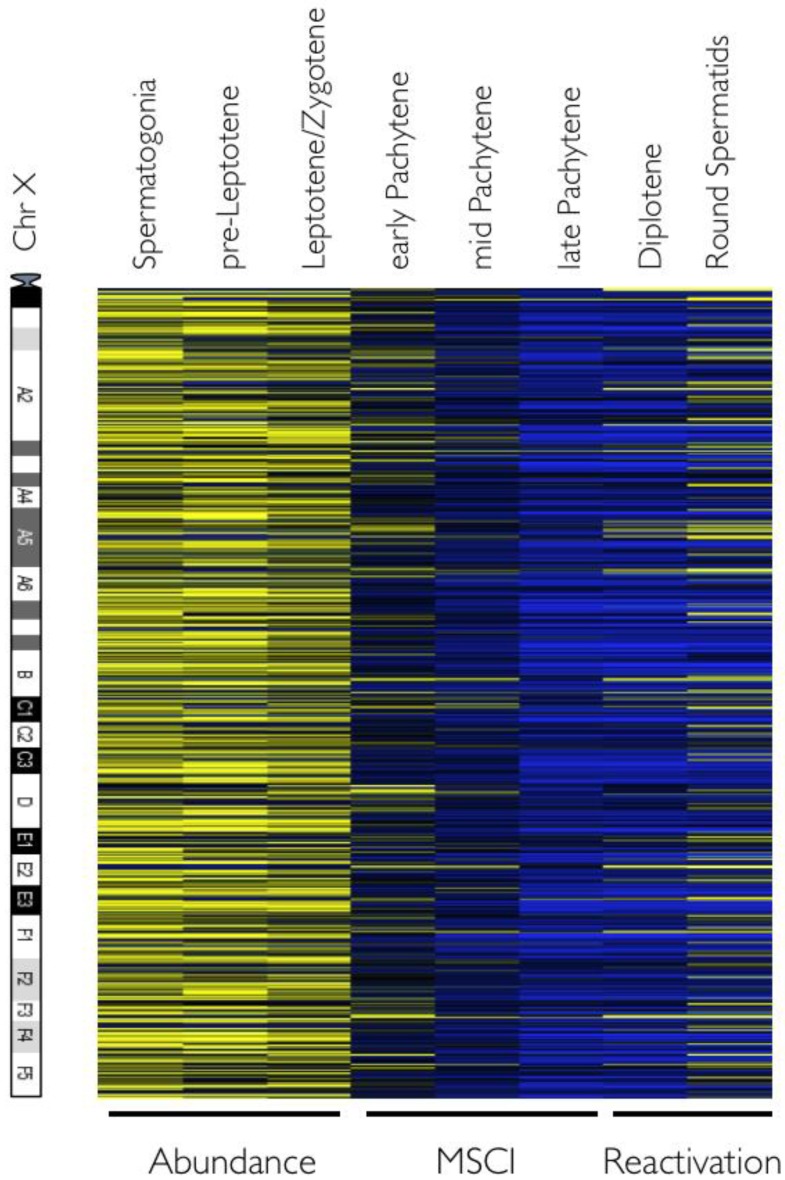
Meiotic sex chromosome inactivation and reactivation. The average expression of 874 X-linked present probe sets is shown. Complete inactivation is clearly visible at the late pachynema stage. The three phases of chr X meiotic developmental stage are indicated below the heatmap. Probe sets were serially ordered relative to their chromosome location from centromere to telomere but are not to scale. A schematic of chr X is shown on the left for orientation purposes.

### 2.4. Commitment to Meiosis

Our finding of an abrupt switch in global gene expression at the beginning of pachynema was intriguing. Indeed, unlike the repetitive mitotic cell cycle, meiosis is a terminal, linear process that culminates with the production of fully formed spermatids. At one stage, a choice has to be made between meiotic or mitotic cycle. This switch of expression may correspond to a point of no return and represent commitment towards gamete formation. Intriguingly, the timing of this switch is very similar to what has been described in budding yeast where commitment to meiosis represents a point where they cannot return to the mitotic cycle even when receiving cues (*i.e*., nutrients) that drive proliferation (return to growth) [12]. Yeast become fully committed to meiosis at the end of prophase I, long past DNA replication (pre-leptonema), DSB initiation, and establishment of the SC, yet before the first meiotic division. This scenario appears conserved, given the timing of the switch in global gene expression during meiosis. 

**Figure 4:**
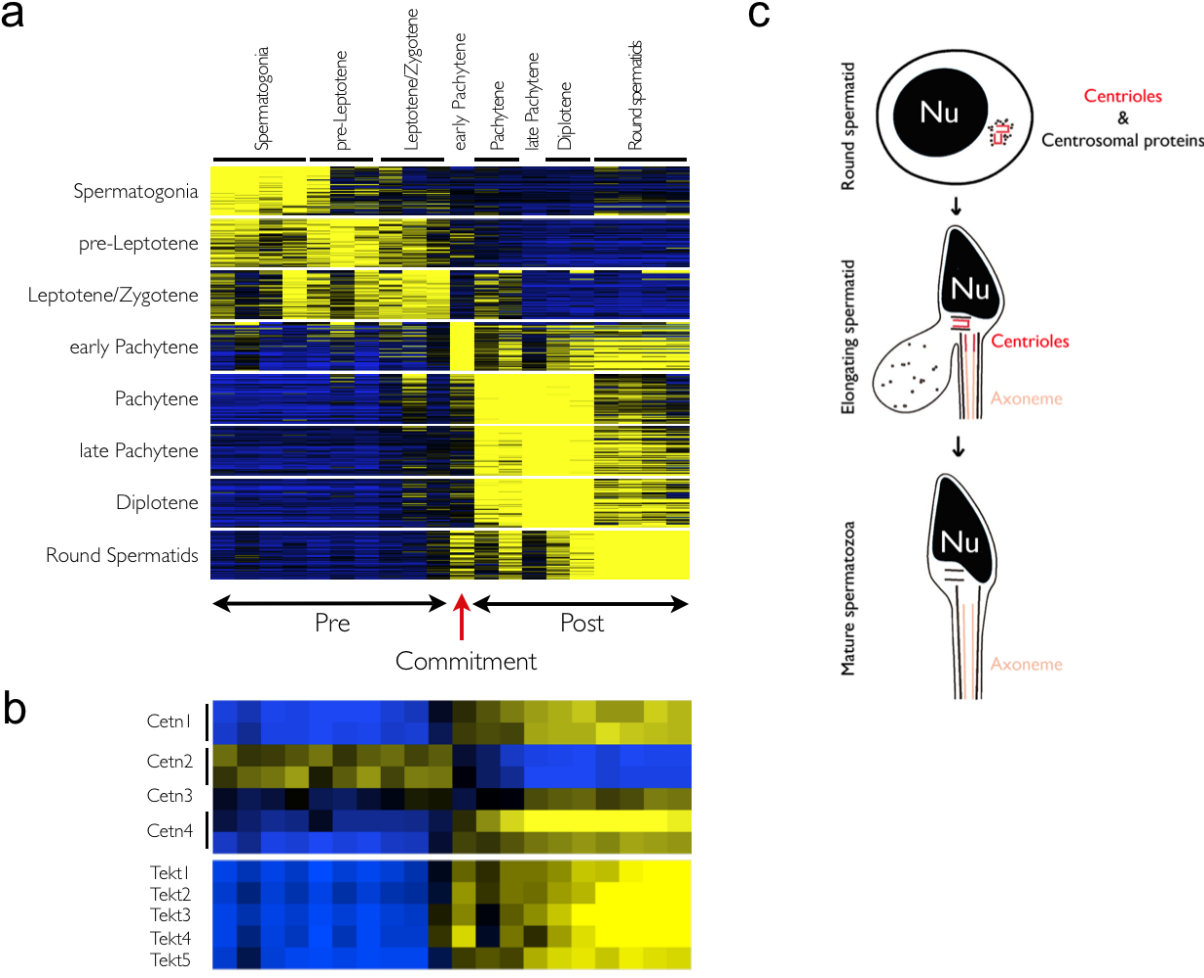
Meiotic fraction-specific genes and commitment. (**a**) The top 50 probe sets having the most restricted expression patterns are shown for each of the eight meiotic fractions studied. A high degree of correlative gene expression is observed in cell populations before and after the early-pachytene switch; (**b**) Heatmaps of centrin and tektin probe sets are displayed. An expression switch is observed suggesting a totally new regulation of these fundamental regulators of centrioles; (**c**) Centrosome reduction during spermiogenesis. The male germ cells possess intact centrosomes containing centrioles and centrosomal proteins until the round spermatid stage. The microtubules of the distal centriole extend as axoneme of the spermatid tail. The centrioles are degenerated to various extents in spermatozoa of different species. Rodent spermatozoa lose both centrioles completely (shown here). The schematics are not drawn to scale (adapted from Manandhar *et al.* [24]). Nu: nucleus.

To confirm and further define this global reprogramming of the transcriptome, additional *in silico* analyses were performed by selecting the top 50 most specific probe sets from each meiotic population analyzed (Figure 4a). These analyses confirmed that many genes are expressed in adjacent fractions prior to and following early pachynema, with a clear transition at this central point. 

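Probe sets specific to mid-pachytene, late-pachytene or diplotene cells in Dataset S4 were high in all 3 of these fractions, and those specific to early-pachytene cells were higher still in round spermatids. Relative to each probe set's mean over the 20 arrays, the 50 of mid-pachytene cells had a median log2 level of 0.03 in early-pachytene, 3.50 in mid-pachytene, 3.73 in late-pachytene and 3.40 in diplotene cells. The 50 of early-pachytene cells stood at -1.35 in leptotene-zygotene, 2.33 in early-pachytene, 0.39 in mid-pachytene and 3.63 in round spermatids. The 50 of spermatogonia had 2.89 in spermatogonia, 0.33 in pre-leptotene and -1.07 in early-pachytene cells. Those of leptotene-zygotene cells had 1.94 in that fraction, -0.87 in early-pachytene and 0.25 in mid-pachytene cells. The lists were chosen by the study on these same arrays, so their levels are not independent evidence.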

In yeast, the duplication of spindle-pole bodies (SPBs) triggers commitment [12]. SPBs are similar to centrioles in animal cells, which are essential for the formation of microtubule-derived structures including centrosomes and flagella [25]. Unfortunately, little is known about the regulation of centriole duplication in male meiosis. During meiosis, there is an uncoupling of chromosome and centrosome cycles, where centrioles duplicate from meiosis I to meiosis II without DNA replication [24], and in sperm differentiation one of the centrioles matures into the flagella, a hallmark of developed spermatids (Figure 4c). Centrin is a key regulator of centriole duplication [26]; with humans and mice having four centrin genes that are expressed in a cell-type specific manner, where *Cetn2* and *Cetn3* are expressed in all somatic cells, *Cetn1* in male germ cells and certain neurons, and both *Cetn1* and *Cetn4* in ciliated cells. 

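Cetn2, an X-linked centrin gene, had a mean log2 signal of 9.70 ± 0.37 (SD, n = 3) in leptotene-zygotene cells at its first probe set, 8.74 in the early-pachytene array, 7.81 ± 0.37 (n = 2) in mid-pachytene cells and 3.79 in the late-pachytene array. Its change was -0.96 at early-pachytene (standard error 0.55, adjusted p = 0.296), and by mid-pachytene it fell by 1.90 (standard error 0.43, adjusted p = 0.00470). The second Cetn2 probe set fell by 2.12 (adjusted p = 0.00539). Cetn1, the centrin gene of male germ cells, had a log2 signal of 9.13 in spermatogonia, 7.08 in pre-leptotene and 10.48 in leptotene-zygotene cells, a rise of 3.40 from the lowest of these (standard error 0.57, adjusted p = 0.00983), and rose by 2.52 from there to mid-pachytene cells (standard error 0.64, adjusted p = 0.00879). At the earlier step genes of spermatids (mean change 0.91, adjusted p = 0.00201 from camera, 0.958 with an estimated correlation) and of pachytene spermatocytes (1.70, adjusted p = 9.00e-12, 0.486 with an estimated correlation) were higher as well. Cetn4, of ciliated cells, rose by 2.76 (standard error 0.40, adjusted p = 0.000278; 2.11 with a floor at log2 5) and 2.00 (standard error 0.62, adjusted p = 0.0241) at its probe sets between leptotene-zygotene and mid-pachytene cells. Cetn3 had a log2 signal of 11.85 ± 0.25 (n = 4) in spermatogonia, 12.16 ± 0.10 in leptotene-zygotene and 12.12 ± 0.04 in mid-pachytene cells, with a change of -0.04 between the last pair (adjusted p = 0.940). At the step to early-pachytene the Cetn1 probe sets had changes of 1.86 and 2.23 and the Cetn4 probe sets of 1.18 and 1.97 (adjusted p = 0.169, 0.158, 0.161 and 0.136), and Cetn3 one of -0.46; with 1 early-pachytene array, none of them passed. With a floor at log2 5 the Cetn4 change of 1.18 was 0.53. Without mid-pachytene replicate 2, the changes of Cetn2 (-1.63 and -1.44) and of Cetn1 (2.26) did not pass. The Cetn1 rise at leptotene-zygotene did not pass without pre-leptotene replicate 1 (3.02) or leptotene-zygotene replicate 3 (2.68). The Cetn4 probe set with the smaller rise did not pass without any 1 of leptotene-zygotene replicates 1 and 2 and mid-pachytene replicates 1 and 2 (1.68, 1.74, 2.21 and 1.80).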

Expression analysis of the four mammalian centrins revealed an interesting switch precisely at the early pachynema transition, where the uniquely expressed *Cetn2* was repressed and robust expression of the three other centrins was initiated (Figure 4b). Similarly, centrosome-specific tektins [27], important components of flagella, show the same pattern of regulation, again suggesting that a unique transition happens at this specific stage of meiosis. It thus appears that, similar to yeast, reprogramming of centriole, and more generally, centrosome regulation, is directed by a switch in the expression of centrins (a complete list of the probe sets used in Figure 4 are provided in Supplementary Dataset S4).

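Tekt5 rose by 3.52 on the log2 scale from leptotene-zygotene to mid-pachytene cells (standard error 0.95, adjusted p = 0.0126; 2.42 with a floor at log2 5) and Tekt2 by 1.78 (standard error 0.57, adjusted p = 0.0293). Tekt1, Tekt3 and Tekt4 had changes of 2.12, 1.86 and 1.88 (adjusted p = 0.0920, 0.102 and 0.188). Adjusted over the list alone, 4 of the 5 tektins passed, and the list had a mean of 2.24 (adjusted p = 0.0607 from camera, 0.939 with an estimated correlation). From pre-leptotene to leptotene-zygotene cells the mean was already 2.23, with 4 of the 5 up adjusted over the list alone (adjusted p = 0.000991, 0.732 with an estimated correlation), after -1.52 from spermatogonia to pre-leptotene cells (adjusted p = 0.00875, 0.819 with an estimated correlation). Tektin mean log2 signals were 3.62, 6.63 and 4.91 in pre-leptotene replicates 1, 2 and 3, against 6.58 over the spermatogonia arrays. They were 6.34, 6.65 and 8.87 in leptotene-zygotene replicates 1, 2 and 3. The fall thus rested in large part on pre-leptotene replicate 1, and the rise on that array and leptotene-zygotene replicate 3. Spermatid genes had a mean change of -1.73 from spermatogonia to pre-leptotene cells (adjusted p = 8.29e-20 from camera, 0.486 with an estimated correlation). From there to leptotene-zygotene cells their mean change was 0.91 (adjusted p = 0.00201 from camera, 0.958 with an estimated correlation). Between the means of the fractions before pachynema and of those from mid-pachytene on, all 5 tektins rose, by 3.46 to 4.84. At the step to early-pachytene, changes were between 2.32 and 3.65 and none passed, the nearest being Tekt2 with 2.59 (adjusted p = 0.0525). Adjusted over the list alone 4 of the 5 passed at that step, with a mean of 2.94 (adjusted p = 0.00231 from camera, 0.764 with an estimated correlation). Genes of spermatids rose at that step as well, by a mean of 1.82 over 30 genes (adjusted p = 4.68e-08, 0.787 with an estimated correlation). Both lists had a higher mean log2 signal in the 1 early-pachytene array than in mid-pachytene cells, tektins 10.23 against 9.52 and genes of spermatids 10.51 against 10.16, so the rise in this array is not particular to the tektins. Tekt2 no longer passed by mid-pachytene without leptotene-zygotene replicate 1 or 2 or mid-pachytene replicate 2 (1.55, 1.62 and 1.37). Tekt5 did not pass without leptotene-zygotene replicate 1 or 2 or mid-pachytene replicate 1 or 2 (2.92, 2.91, 3.42 and 3.62). Of 19 genes of centriole duplication and the centrosome, 3 rose and 1 fell by mid-pachytene, with a mean of 0.09 and a median of -0.02 (adjusted p = 0.892). Plk4, encoding the kinase that starts centriole duplication, fell by 1.57, and Cep63 rose by 1.81 but had 1.67 and did not pass without mid-pachytene replicate 2.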

### 2.5. Discussion

The expression atlas of mouse spermatogenesis provided herein establishes a foundation for the global analysis of mammalian meiosis, akin to that performed for other organs [28,29]. Such analyses offer numerous advantages over *in situ* hybridization only strategies that are generally qualitative. Importantly, our analyses of FACS-purified meiotic stage cells revealed tight correlations between replicates of these cell populations, resulting in homogeneous profiles. 

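Replicates of 1 fraction had Pearson correlations of log2 signals between 0.956 and 0.988 across all probe sets, with a median of 0.977 over 20 pairs. Between fractions the median was 0.907 over 170 pairs. On the linear scale the median within fractions was 0.965, and the paper's reported value in Table S1 is 0.962. Round spermatid replicates 2 and 3 were the closest pair of replicates, and early- and late-pachytene cells have no replicate.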

Finally, these analyses should allow one to rigorously interrogate conserved aspects of gametogenesis, by comparison to other meiotic models (e.g., *Drosophila*, *C. elegans*, and human).

This expression atlas extends prior microarray analyses of spermatogenesis, which analyzed testis development [3,4,5], and their combination now provides a rich resource to mine and build upon. Some of these studies took advantage of the semi-synchronous nature of the “first wave” of meiosis in male mice from seminiferous tubules that principally contain gonocytes, spermatogonia, and Sertoli cells at Day one, which are rapidly outnumbered by differentiating germ cells as the animal ages [30]. However, our analysis by FACS of pre-puberal mice, as well as molecular analysis, indicate that there is no such distinct wave and that such data should be analyzed cautiously [31]. More refined, yet partial transcriptional analyses were also reported using purified spermatocytes (e.g., spermatogonia, pachynema stage, and round spermatids) using gravity sedimentation or elutriation [4,32]. However, the study presented here defines a comprehensive microarray analysis of mammalian meiosis progression using FACS methodology as an efficient and simple purification strategy. Interestingly though, previous datasets showed excellent clustering with our entire panel (Supplementary Figure 2 and Figure 3, Supplementary Table 1) [4,5], even those performed with previous versions of Affymetrix microarrays (data not shown) [3].

Our analysis of chr X inactivation [17], a truly unique feature of male meiosis, validates the quality of this expression atlas. Indeed, visualizing the extinction of the entire chr X can only be observed if contaminating cells are not present (Figure 3). As previously shown, early stage meiotic cells do express high levels of X-linked genes, which leads to their over representation in spermatogonia [18]. These analyses revealed that chr X inactivation is indeed global, and they suggest that chr X transcripts remaining in late pachynema likely have long half-lives rather than being escapees from MSCI. 

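X-linked genes that have an autosomal retrogene fell by mid-pachytene, and some of the retrogenes rose at this step and the one before. Between leptotene-zygotene and mid-pachytene cells 4 of 7 such X-linked genes fell and 0 rose (5 and 0 adjusted over the list alone), with a mean of -1.60 (adjusted p = 0.00909 from camera, 0.732 with an estimated correlation). Utp14a, of ribosome assembly, fell by 2.36. Of 7 retrogenes 3 rose and 0 fell, with a mean of 1.35 (adjusted p = 0.143). From pre-leptotene to leptotene-zygotene cells 2 retrogenes had already risen and 0 had fallen, with a mean of 1.53 (adjusted p = 0.000991, 0.486 with an estimated correlation), after a mean change of -0.91 from spermatogonia (adjusted p = 0.148), while none of the X-linked genes passed limma's test, with a mean of -0.37 (adjusted p = 0.0587). Genes of spermatids were higher at both steps, by means of 0.91 and 1.46 (adjusted p = 0.00201 and 0.000163, 0.958 and 0.939 with an estimated correlation). Across the means of the fractions before and after early-pachytene, all 7 of the X-linked genes fell and 6 of the retrogenes rose, Fam50b by 5.37, Pdha2, for a subunit of pyruvate dehydrogenase, by 4.42 and Pgk2, for the glycolytic enzyme of sperm, by 1.44. Of the 598 X-linked probe sets 299 fell and 4 rose between leptotene-zygotene and mid-pachytene cells, with a median of -1.51 (adjusted p = 1.03e-16, 0.122 with an estimated correlation). From the extent of the loss and the relation between early and late signals, the paper proposes that X-linked transcripts left in late pachynema have long half-lives.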

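The 25 tested probe sets on the multicopy sheet of Dataset S3, of which 23 are also among the 598 X-linked ones, rose by a median of 2.03 on the log2 scale from diplotene cells to round spermatids, with 13 up and 0 down, against a median of 0.28 for the 575 other X-linked probe sets, with 156 up and 1 down. The difference between these sets had adjusted p = 0.0641 from camera (0.129 with an estimated correlation). Between spermatogonia and round spermatids the multicopy probe sets had a median change of 1.11, with 11 up and 8 down, and the others one of -2.26, with 64 up and 406 down (adjusted p = 4.56e-06, 0.00246 with an estimated correlation). From late-pachytene cells to round spermatids, 15 of the 25 rose and 2 fell. With a floor at log2 5 the first difference passed the test, with a median of 2.03 for the multicopy probe sets. It also passed with project by the numbers of Table S1 as a fixed block (1.91) and without diplotene replicate 2 (1.99). With the project matched by equal signals as a fixed block it did not pass (1.95). The published copy numbers were not used here, so signals are per probe set and not per copy. The paper's comparison of levels per copy with those of single-copy genes was not repeated by these changes between fractions.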

Surprisingly, our analyses failed to confirm previous findings suggesting a bias for elevated expression of X-linked multicopy genes following meiosis [33]. Indeed, when the signals of multicopy chr X genes were normalized to their published copy number [33], they were, on average, expressed almost two-fold lower than single copy chr X genes (Supplementary Dataset S4).

Previous microarray analyses in mouse, rat, and human suggested two core transcriptional programs in pre- *versus* post-meiotic cells [4,5]. However, due to the rather low resolution of these studies, it was not clear if this was a gradual or abrupt switch in gene expression. Our data suggest that an abrupt and global meiotic expression transition occurs at early pachynema. 

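Among neighbouring fractions, round spermatids were farthest from diplotene cells and early-pachytene cells from leptotene-zygotene cells. Without the floor, the root mean square difference of mean log2 signals over the tested probe sets was 1.14 for the step to round spermatids and 1.12 for the step to early-pachytene. It was 1.07 between mid- and late-pachytene, 0.901 between early- and mid-pachytene, 0.790 between late-pachytene and diplotene, 0.691 between pre-leptotene and leptotene-zygotene cells and 0.657 between spermatogonia and pre-leptotene cells. Early- and late-pachytene have 1 array each, and a mean of fewer arrays carries more noise into these distances. Single arrays differed on average by 1.34 across the step to round spermatids, by 1.22 across the step to early-pachytene and by 1.17 between mid- and late-pachytene, against 0.865 ± 0.129 (SD, 20 pairs) between replicates of 1 fraction. For spermatogonia and pre-leptotene this was 0.966, for pre-leptotene and leptotene-zygotene 0.941 and for late-pachytene and diplotene 0.879, all within 1 SD of the replicates. Between the means of the fractions on either side of early-pachytene, 7615 probe sets rose and 9705 fell. After median centring 8778 rose and 8392 fell, and after another quantile normalization 8123 rose and 8981 fell. From the heatmaps of stage-specific probe sets, the paper proposes that the transition at early pachynema is abrupt and global, and it speculates that commitment to spermiogenesis is made there.

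**Figure D5:**
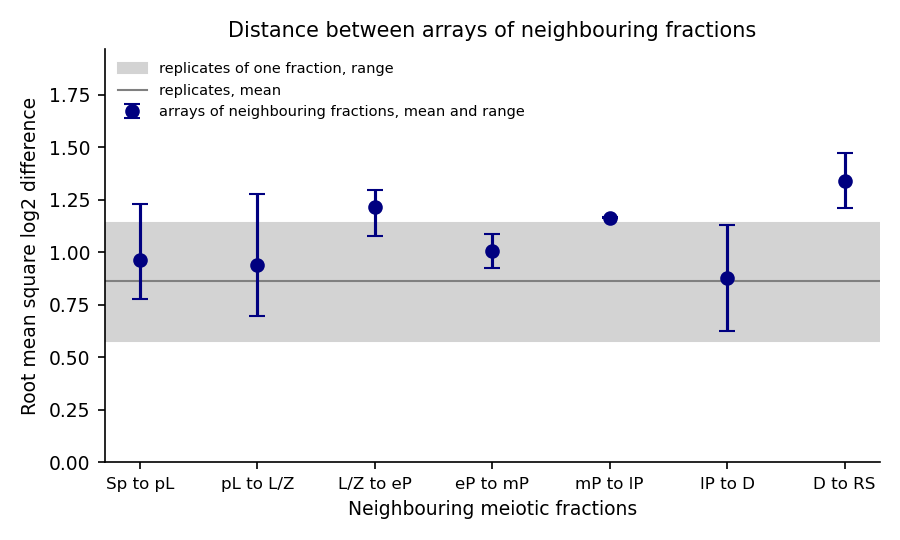
Root mean square log2 difference between single arrays of neighbouring fractions (vertical axis) for the 7 steps (horizontal axis). Points are means and bars the range over pairs of arrays; the grey line and band are the mean and range between replicates of 1 fraction.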

The mechanisms controlling this striking transition in germ cell expression profiles remain to be defined. Here, we speculate that this corresponds to a developmental stage where the commitment to spermiogenesis is made. This cell fate commitment is a complex process and it is likely that different aspects of meiosis are involved at different stages. In support of this notion, specific developmental arrest points at distinct intervals of spermatogenesis have been established in knockout and transgenic mice, from the proliferation of PGCs to spermatid development [34]. Interestingly, mice deficient in DNA damage/repair (e.g., Spo11, Dmc1, Msh4, and Mlh1) or in the establishment of SC (e.g., Sycp3) fail to progress beyond zygonema and present a pseudo-pachynema phenotype, which precisely corresponds to the time when the expression profile transition is observed. 

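Spo11, which encodes the enzyme that makes meiotic double-strand breaks, rose by 3.36 on the log2 scale from leptotene-zygotene to mid-pachytene cells (standard error 0.84, adjusted p = 0.00838). Dmc1, the meiotic recombinase gene, fell by 2.36 at 1 probe set (standard error 0.44, adjusted p = 0.00134) and by 1.61 at the other. Msh4, of crossover formation, rose by 1.89 (standard error 0.61, adjusted p = 0.0286), and H2ax, whose product marks breaks and the sex body, by 1.14 (standard error 0.29, adjusted p = 0.00948). Sycp3, of the synaptonemal complex, had a change of 0.21 (standard error 0.27, adjusted p = 0.582). Without mid-pachytene replicate 2 the rises of Spo11 (2.38), Msh4 (1.45) and H2ax (0.93) and the smaller fall of Dmc1 (-1.42) did not pass, and that of Msh4 did not pass without leptotene-zygotene replicate 1 or 3 either (1.88 and 1.45). None of these genes passed at the step to early-pachytene alone, where changes were 1.68 for Spo11, -0.82 for Dmc1, 0.58 for Msh4 and -0.29 for Sycp3. Of 18 genes of meiotic recombination, 8 fell and 4 rose by mid-pachytene (9 and 4 adjusted over the list alone), with a mean of -0.41 (adjusted p = 0.403). Mei1, needed for double-strand breaks, fell by 2.06. Prdm9, encoding the methyltransferase that places hotspots, fell by 2.31, between means of 4.49 and 2.18 that both lie under a log2 signal of 5. With a floor at log2 5 the fall of Prdm9 did not pass the test. Of 14 genes of the synaptonemal complex and chromosome axis, 2 rose and 1 fell (adjusted p = 0.471), and of 13 genes of the silencing of unsynapsed chromatin, 3 rose and 3 fell (adjusted p = 0.987), Mdc1 rising by 1.92. Of 17 genes of spermatogonia, 3 fell, Kit by 2.73 among them, and 1 rose (adjusted p = 0.0741).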

Finally, the observed switch in the expression of centrins and tektins that is manifest at this stage (Figure 4b) suggests that structural components may impose this point of non-return, as seen in yeast [12].

## 3. Experimental Section

### 3.1. Mice

Male C57Bl/6JxDBA/2J F1 mice at 10–14 weeks of age were analyzed. The Scripps Florida Institutional Animal Care and Use Committee approved all procedures. 

### 3.2. Sample Collection and RNA Extraction

Meiotic cell fractions were purified by refining a previously described FACS-based methodology [10,11]. Proper cell dissociation is the most critical step and we adapted a previously described protocol [13,14]. Briefly, decapsulated testis were incubated for 15 min in 3 mL of Gey’s Balanced Salt Solution (GBSS) containing 10 µg of DNAse I (added at each step) and 1.5 mg of Collagenase Type I, and agitated at the constant 120 rpm, 33 °C. Dispersed seminiferous tubes were left to sediment for 1–3 min at room temperature, and the supernatant was discarded. This step was repeated twice. Seminiferous cells were then incubated under identical agitation condition in 3 mL of GBSS containing Collagenase, and 2.5 mg of Trypsin for 15 min at 33 °C. Repeated pipetting gently separated aggregates. Dispersed seminiferous cells were further incubated at the same shaking and temperature conditions for 10 min after adding DNAse I, Trypsin, and 0.4 mg of Hoechst 33342 as a pre-stain step. Following complete dissociation, 500 µL of FCS was added to inactivate trypsin. Staining was performed by adding DNAse I and 0.5 mg of Hoechst 33342 for 8 min and then propidium iodine was added to the stained cells, which were then filtered through 40 µm strainers. 

Sorting was performed using a Becton-Dickinson Aria IIu cell sorter. We used conditions similar to those previously described [10,11], but adapted these conditions for violet light since the Aria IIu lacks a UV laser. Cells were kept on ice and protected from light until sorting. Usually, three to four testes were processed per sort. RNA was prepared with RNAqueous Micro kits (Ambion AM1931). Each independent RNA pool included cells from multiple sorts of meiotic cells from mice. 

### 3.3. Immunofluorescence Analyses

Immunofluorescence analyses were performed as previously described [35]. Images were captured using an Olympus BX61 microscope with BX-UCB DP manager/controller. Primary antibodies were anti-SCP3 (Abcam, ab15092) and anti-phospho-histone H2AX-Ser139, clone JBW301 (Millipore, 05-636). Secondary antibodies used were goat anti-rabbit Cy3 (Jackson ImmunoResearch Laboratories, 111-165-144) and goat anti-mouse FITC (Abcam, ab6785). Mouse chromosome X (red, lot #080160) and Y (green, lot #080160) specific FISH probes were purchased from Applied Spectral Imaging and used as per the supplier’s instructions.

### 3.4. RNA Labeling and ARRAY Hybridization

The Genomics Core Facility of Scripps Florida ran the arrays using 0.2–1.0 μg of total RNA. Biotin-labeled cRNA probes were prepared as recommended by the manufacturer (Affymetrix), with oligo-dT primers, SuperScript, and BioArray High Yield RNA Transcript kits (Affymetrix). Fragmentation/hybridization to MOE430v2.0 arrays (Affymetrix) were performed according to Affymetrix protocols. Imaging was performed on a Hewlett Packard GeneArray Scanner. MIAME-compliant raw data has been deposited into the NCBI Gene Expression Omnibus database (see below). Microarray QC metrics such as scaling factor, percent of Present genes, and housekeeping/spike-in control genes 3'/5' signal ratios all passed the core facility standards. The microarray data are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/gds) under the accession number GSE21447. Additionally, data can be quickly accessed from the laboratory web site (http://www.scripps.edu/bois).

### 3.5. Data Analysis

A list of the most stage-specific genes out of all genes defined as being ‘Present’ in at least in one population was generated (see Results). K-means clustering (100 iterations, Pearson correlation, average linkage) in GeneSpring GX 7.3.1 (Agilent) was used to partition the above list into eight clusters. Enriched gene ontologies (Benjamini *p* < 0.05) were identified using GeneSpring GX. Gene Set Enrichment Analysis (GSEA) [15,16] tool determines whether a defined gene set shows statistically significant and concordant differences between two microarray datasets. The statistical result is summarized using FDR q-value. Briefly, GC-RMA signals were imported into GSEA tool. The number of permutations were set to 1,000, dataset was collapsed to gene symbols (max_probe), gene sets database was set to c5.all.v2.5.symbols.gmt [all gene ontologies], permutation type was set to gene_set, chip platform was set to Affymetrix MOE430v2.0, metric for ranking genes was set to Signal2Noise and the rest of the parameters were set to the default settings. For chr X analyses, *per* gene normalized GC-RMA signals were calculated and pooled for each population using GeneSpring GX. Affymetrix MOE430v2.0 annotation file was used to identify X-linked probe sets. Only probe sets defined as ‘Present’ in at least one population were visualized. Probe sets were ordered based on their chromosome location from centromere to telomere.

To evaluate the similarity of our data with previously published studies, two datasets were downloaded from public repositories (see Expression Analysis Overview). A total of 40 Affymetrix CEL files were normalized using GeneSpring GX GC-RMA algorithm. Probe sets with signals higher than the median in half of the samples (20) were used in the clustering analysis. Replicate samples were grouped for each cell type (total of 18 cell types). The GeneSpring GX hierarchical clustering algorithm was applied to the pooled samples. Distance metric was set to Pearson Centered and linkage rule was set to Average.

## 4. Conclusions

In summary, we provide a detailed gene expression atlas of mammalian male meiosis, which was generated using FACS based cell purification methods followed by hybridization to microarrays. This resource provides a valuable tool to further understand the complexity of the unique and remarkable processes that are operational during meiosis. Our findings also validate an efficient method to purify key stages of meiosis at high purity. 

## Supplementary Files

Supplementary File 1 Supplementary Dataset S1 (XLS, 2393 KB)

Supplementary File 2 Supplementary Dataset S2 (XLS, 1109 KB)

Supplementary File 3 Supplementary Dataset S3 (XLS, 295 KB)

Supplementary File 4 Supplementary Dataset S4 (XLS, 214 KB)

Supplementary File 5 Supplementary Figure S1 (TIF, 7141 KB)

Supplementary File 6 Supplementary Figure S2 (TIF, 7124 KB)

Supplementary File 7 Supplementary Figure S3 (TIF, 7153 KB)

Supplementary File 8 Supplementary Table S1 (XLS, 36 KB)

How the deposited data were processed for this re-analysis (not part of the article)

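The 20 Affymetrix MOE430 version 2 arrays measured RNA of 8 Hoechst-sorted fractions of adult mouse testis, with 1 to 4 arrays per fraction, each from a pool of sorts. The values deposited by the authors are GC-RMA signal intensity on the linear scale, made in GeneSpring; the version of GC-RMA is not given in the sources used here. The deposited table holds 45037 probe sets and 0 Affymetrix control probe sets, so the 3' to 5' ratio of control genes per array was not analysed here. MAS5 detection calls cannot be repeated from these signals, and a mean signal of at least 32 stood in for them where the paper used them. For arrays the number of replicates limits the precision, and signals near background carry little information. Some changes are between 2 fractions of which 1 has a mean under a log2 value of 5. For most single genes of this kind the change with values under 5 raised to 5 is given as well. The median signal per array was 11.1 to 12.7, and the largest signal per array 56319 to 98428.

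Fractions and replicate numbers were taken from the sample labels. The labels of the early- and late-pachytene arrays give no replicate number, and replicate 1 was taken from Table S1. By equal signals the early-pachytene array shared its project with replicates 2 of spermatogonia, pre-leptotene cells and round spermatids. Counts with replicate number as a block therefore rest on an uncertain pairing for steps with these arrays. The paper's supplementary tables number array projects; in Table S1 the project number equals the one found by matching each array's signals to the columns of Dataset S1 for 6 arrays and differs for 14. The numbers of Table S1 were assigned to arrays by equal fraction and replicate number. By signals, every array equalled 1 column of Dataset S1 at 100% of the probe sets compared. Both numberings were used as blocks, the one from matching signals being added after the data were examined. The numbering from matching signals is the better supported one, and counts with the other carry less weight. Matched by equal signals, correlations within fractions differed from those of Table S1 by 0.00316 on average, and matched by replicate number by 0.0236. Deviations of arrays from their fraction means were correlated between arrays of the same replicate number (median 0.335, 37 pairs) and of the same project by equal signals (median 0.439, 21 pairs).

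Signals were taken to log2. limma 3.58.1 in R 4.3.3 fitted the 8 fractions as groups over all 20 arrays (lmFit, contrasts.fit, eBayes; 12 residual and 3.69 prior degrees of freedom), with two-sided tests and Benjamini-Hochberg adjustment at 0.05 over the 22396 probe sets with a log2 value of at least 5 in at least 2 arrays. Compared were the neighbouring fractions, mid-pachytene with leptotene-zygotene, late-pachytene with spermatogonia, round spermatids with late-pachytene, and the mean of the fractions from mid-pachytene on with the mean of the fractions before pachynema. Shifts of 21 lists of genes (of 22 written, the red blood cell list having no tested gene) were tested with camera of limma at a preset correlation of 0.01 and again with the correlation estimated from the arrays, over 189 pairs of list and comparison, with the probe set of highest mean standing for each gene; 49 pairs passed with the preset, 1 of them a list with 1 measured gene, for which a test of a set has no meaning, and 0 with the estimated correlation. X-linked and multicopy probe sets were those of Dataset S3. Gene names and chromosomes came from the reference annotation, and no coordinates were used. Distances, positions, correlations, K-means clustering (8 clusters, 100 starts), exact tests and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

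Genes were named by a rule: every gene the paper names; for mid-pachytene against leptotene-zygotene the 12 largest rises and 12 largest falls past the threshold among probe sets of a single named gene whose arrays do not overlap, and 5 of each for the other neighbouring pairs; the 8 largest falls and 8 largest rises on chromosome X; and at most 4 members per list and comparison. The supplementary values of the paper had been read by then. The gene lists, the tests, this rule and 57 alternatives were set before the data were examined, and 13 alternatives were added after. The fits were tested on simulated data, in which 200 probe sets were given changes. The largest cluster of Dataset S1 could be read for 1999 probe sets only and no enrichment was computed on it. The published copy numbers of multicopy genes and the data of the other laboratories were not used here, and the tests of gene ontology terms were not repeated.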

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

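Macrophage and spermatid transcripts in spermatogonia arrays, a fall of Cetn2, and single round spermatid arrays far from the others are described here. The tests of the macrophage and Sertoli cell genes, of array project and of Cetn2 were chosen after the results they bear on had been seen; the test of spermatid RNA was set before.

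Genes of macrophages were higher in spermatogonia than in pre-leptotene arrays, while the paper states that it saw no evidence of somatic cells in the fractions; pre-leptotene replicate 1 carried the signal too, with a mean log2 level of 7.21 for the genes the study listed against 3.38 and 3.39 in replicates 2 and 3 and 6.46 in spermatogonia replicate 3. The 20 macrophage genes that the study's own stage lists hold had a mean difference of -3.01, which is not independent evidence, and 11 macrophage genes outside those lists had -1.71 (adjusted p = 1.24e-06 from camera, 0.486 with an estimated correlation), all 11 being lower in pre-leptotene cells. A like share of every somatic cell type in the spermatogonia gate is argued against by 13 Sertoli cell genes. Their mean difference of -0.0141 lies 1.70 above that of the 11 genes. Its standard error of 0.25 is over genes, which are correlated within lists, and does not measure the spread over arrays. Array project is argued against by a difference of -2.16 for the 11 genes with the project, matched by equal signals, as a block (adjusted p = 7.63e-08 from camera). For the 20 genes it was -3.42. Macrophages in the gate stay open as a candidate source. The most abundant of the 11 genes, Aif1, had a mean log2 signal of 10.90 ± 1.49 (SD, n = 4) in spermatogonia and 8.05 in pre-leptotene cells. But Aif1 also rose by 2.09 from diplotene cells to round spermatids, so its signal can equally be RNA of spermatids. That rise did not pass the test without diplotene replicate 1 or 2 (1.87 and 2.30). The Aif1 change of -2.85 did not pass without spermatogonia replicate 1 or 2 (-2.54 and -2.33). Nor did it pass without pre-leptotene replicate 1 or 3 (-2.73 and -2.74). The next gene, H2-Ab1, had 8.42 and 5.91 and did not pass alone, and 7 of the 11 reach a log2 signal of 5 in another fraction as well. The Hoechst gate sorts on DNA content and chromatin and would not remove diploid somatic cells, a germ cell marker would, and expression by spermatogonia themselves was not tested.

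Genes of spermatids were also higher in spermatogonia than in pre-leptotene arrays. The mean difference over 30 genes was -1.73 (adjusted p = 8.29e-20 from camera, 0.486 with an estimated correlation), and all 30 were lower in pre-leptotene cells. With the same block it was -1.93 (adjusted p = 7.23e-19), which argues against the project as the whole cause. RNA of spermatids in the spermatogonia gate cannot be told apart from other sources: of 511 abundant probe sets that were higher in round spermatids than in diplotene cells, 74.8% were lower in pre-leptotene cells, just under the 75% set beforehand as its mark, against 57.5% of 3573 other abundant ones. Prm1 had a log2 signal of 14.76 ± 0.65 (SD, n = 4) in spermatogonia and 13.88 in pre-leptotene cells and Tnp1 14.22 and 11.73, all 30 genes reach a log2 signal of 5 in another fraction, and a gate on haploid DNA content would remove round spermatids; early transcription of these genes was not tested.

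Cetn2 fell by 1.90 on the log2 scale between leptotene-zygotene and mid-pachytene cells. Among the 598 X-linked probe sets this change lay at the percentile 30.3, inside the range from -3.11 to 1.15 that holds 95% of them, so silencing of chromosome X is a candidate explanation. A fall shared by the centrin genes is argued against by Cetn3, the lowest of the other centrins, with -0.0372. A regulation of Cetn2 apart from that of its chromosome stays open as well, since a value inside the range does not exclude it. Without mid-pachytene replicate 2 the change was -1.63 and did not pass the test.

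Of 118 groups of 4 arrays, 8 had an array whose gap to the others passed Dixon's 95% critical value, which chance gives in about 1 in 20 groups; the groups are values of the same arrays and not independent, so this count is not a test. In round spermatids, replicate 1 was highest for the mean of the endothelial list (3.88, others 3.29 to 3.36), the first Cetn2 probe set (6.20, others 5.39 to 5.46), Akap4 (13.26, others 11.92 to 12.12) and 1 Prdx4 probe set (9.38, others 8.04 to 8.20). It was lowest for Rps7 (13.70, others 14.09 to 14.12) and H2ax (9.62, others 10.10 to 10.18). Replicate 4 was lowest for another Prdx4 probe set (10.29, others 10.85 to 10.87) and Msh4 (6.85, others 8.34 to 8.51).

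Further cell type genes that the paper does not discuss were lower in pre-leptotene than in spermatogonia arrays. Pachytene spermatocyte genes had a mean difference of -0.62 over 19 genes (adjusted p = 0.0492 from camera, 0.958 with an estimated correlation). Pre-leptotene replicate 1 carried much of it, with a mean log2 signal of 7.47. Replicates 2 and 3 had 8.50 and 8.01, and the spermatogonia arrays had a mean of 8.61. Peritubular myoid cell genes had a mean difference of -1.23 over 5 genes (adjusted p = 0.00627 from camera, 0.732 with an estimated correlation). The 1 lymphocyte gene measured had -2.19 and did not pass limma's test. Its means of 4.46 in spermatogonia and 2.27 in pre-leptotene arrays lie under a log2 signal of 5. With a floor at log2 5 its change was -0.14.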

How the results depend on the processing

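Besides the alternatives set before the data were examined, the fits with array project by equal signals, the fit without 2 spermatogonia arrays (replicates 1 and 2, highest in spermatid genes), the linear correlation between arrays, the early-pachytene position after median centring, the distances within these projects, the summed X-linked signals over fewer probe sets and the X-linked correlation over tested probe sets were chosen after the results had been seen. The cause of these changes was not tested, except where fewer arrays or probe sets entered by construction. Of 12247 alternative values for single genes, 11433 kept their side of the threshold, 499 no longer passed, 315 newly passed and 0 were counted as reversed. A change of sign in a value that did not pass, as for Fam50a with the floor, could count as kept. Of 5841 values for gene lists, 5643 were counted as kept. The counts for late-pachytene against spermatogonia (9384 to 12930), round spermatids against late-pachytene (6076 to 8547) and the fractions after against before early-pachytene (13768 to 20412) stayed within 1.5 times of their values under every alternative run.

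For pre-leptotene against spermatogonia, 109 probe sets changed, against 21 with no filter, 25 with a floor at log2 5, 19 after quantile normalization, 18 after median centring, 20 without the 2 spermatogonia arrays and 0 with only these fractions in the fit (2029 at an unadjusted p under 0.05 by limma). With a block the count rose to 873 (project fixed), 891 (project random), 927 (paired by replicate number), 904 (project by equal signals, fixed) and 1181 (random). Leaving out 1 array gave 9 (pre-leptotene replicate 3) to 725 (spermatogonia replicate 4), with 15, 22 and 359 without spermatogonia replicates 1, 2 and 3 and 61 without pre-leptotene replicate 1.

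For leptotene-zygotene against pre-leptotene, 453 became 151 with no filter, 239, 899 and 996 with project fixed, project random and replicate block, 1031 and 1367 with project by equal signals fixed and random, and 0 with only these fractions (2838 unadjusted by limma). Leaving out 1 array gave 36 (leptotene-zygotene replicate 3) to 781 (replicate 1), 266 without replicate 2, and 58 and 65 without pre-leptotene replicates 1 and 3.

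For early-pachytene against leptotene-zygotene, 1065 became 2344 with no filter, 2065 with the floor, 4252, 4085 and 4825 with project fixed, project random and replicate block, and 350 with project by equal signals fixed. It was 189, 418 and 1832 without leptotene-zygotene replicates 2, 1 and 3. For mid- against early-pachytene, 419 became 1021 with no filter, 725 with the floor, 153, 770 and 1114 with project fixed, random and replicate block, 846 with project by equal signals random, and 121 and 427 without mid-pachytene replicates 2 and 1. For late- against mid-pachytene, 959 became 1809 with the floor, 1861 and 2434 with project random and replicate block, 194 and 1576 with project by equal signals fixed and random, and 217 and 708 without mid-pachytene replicates 1 and 2.

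For diplotene against late-pachytene, the count of 2 became 197 with no filter, 71 with the floor, 7 with project by equal signals random, 78 without diplotene replicate 1, and 0 by limma with the stricter filter (1325 unadjusted), median centring (1638), project fixed (2966), trend and robust (1644), project by equal signals fixed (3255), without the 2 spermatogonia arrays (1715) and without diplotene replicate 2 (567). Without diplotene replicate 1, 5612 for round spermatids against diplotene became 2557, with at most 5465 without another array. Mid-pachytene against leptotene-zygotene, 6479, was 2100 without mid-pachytene replicate 2 and at most 6022 without another array.

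The X-linked mean ratio of spermatogonia to late-pachytene signal, 9.32, was 4.19 as a geometric mean, 3.16 from summed signals (10.1 without the 8 probe sets of misassigned genes and 13.1 with X by the reference annotation), 3.67 as a median, 12.3 over the most expressed and 15.3 over probe sets with a mean of at least 32. That of round spermatids to late-pachytene, 3.24, was 1.52, 1.38 (3.55 and 3.44), 1.05 and, at a mean of at least 32, 6.65. The 36.9% of X-linked probe sets higher in diplotene was 17.5% at 1.5-fold, 10.6% at 2-fold, 0% past limma's threshold (32 of 598 unadjusted) and 63.1% with round spermatids in place of diplotene. The correlation of 0.788 was 0.849 for linear signals, 0.765 for spermatogonia signals of at least 32 and 0.736 over the tested probe sets. The pooled lists, 5282, held 2854 at 500 per fraction.

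Between arrays of 1 fraction the correlation of 0.977 was 0.954 over the tested probe sets and 0.965 for linear signals. With the floor the distances were 0.559 for pre-leptotene to leptotene-zygotene, then 0.959, 0.757, 0.896, 0.641 and 0.955 for the later steps. Within projects the distance from spermatogonia to pre-leptotene, 0.657, was 0.861 and that to round spermatids, 1.14, was 1.30; by equal signals the first step was 0.865 and the second, 0.691, was 0.861. The early-pachytene position, 0.588, was 0.727 with earlier arrays of its own project as reference.

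Of 49 list shifts, 0 passed with an estimated correlation (camera), and other alternatives gave 46 to 69. Of 12 centrin and tektin probe sets, 8 passed between leptotene-zygotene and mid-pachytene, 5 with no filter, 5 with project fixed, 3 with only these fractions, and 1 (mid-pachytene replicate 2) to 10 without 1 array, with 4 without leptotene-zygotene replicate 1 or 2 and 5 without mid-pachytene replicate 1. The multicopy probe sets, with a median change of 2.03 to round spermatids against 0.28 for the other X-linked ones, newly passed the test of the difference with the floor (2.03), project fixed (1.91), without _s_at and _x_at probe sets (2.10) and without the 2 spermatogonia arrays (2.03); with no filter their median was 0.92 and did not pass either; without 1 array it was 1.89 to 2.15, passing without diplotene replicate 2 (1.99). The list macrophages, listed by the study, leptotene-zygotene against pre-leptotene and at later steps, reversed in 3 cases, to 0.00199 at the first of them without pre-leptotene replicate 1 (-1.91 without replicate 2), and with project by equal signals fixed to 0.94 for early-pachytene against leptotene-zygotene and 1.51 for diplotene against late-pachytene. Random blocks were not run for lists and multicopy probe sets. Low signals limit what can be seen: 34.6% to 39.8% of probe sets reached a signal of 32 per array.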

Differences from the paper's values

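The largest K-means cluster held 1113 probe sets, against the paper's 2048. The paper's runs from spermatogonia to leptotene/zygotene, while the 1113 were highest in diplotene and lowest in pre-leptotene cells, and the largest cluster that peaked before pachynema held 943. Of the alternatives set before the data were examined, 7 clusters gave 1474, highest in pre-leptotene cells and within 1.5 times of the paper's count. Another seed (1114, and 939 for the largest that peaked before pachynema) and 9 clusters (1076 and 824) did not come within it. The MAS5 calls that selected the paper's probe sets were not repeated.

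The mean ratio of round spermatid to late-pachytene signal over X-linked probe sets was 3.24, against the paper's 5.25. Over probe sets with a mean of at least 32 it was 6.65, and without round spermatid replicate 4 it was 3.54, both within 1.5 times of the paper's value. So was 3.55, from summed signals without the 8 probe sets of genes the paper names as misassigned, an alternative chosen after seeing the values, which drops 8 of the 889. It was not within it as a geometric mean (1.52), from summed signals (1.38, and 3.44 with the reference annotation, also chosen after seeing the values), as a median (1.05), without misassigned genes (3.26), with the reference annotation (3.29), over the most expressed (2.66) or without round spermatid replicates 1, 2 or 3 (3.03, 3.22 and 3.17). The 889 probe sets used include the ones that the paper excluded, and the paper's text does not name the kind of average.

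The correlation between spermatogonia and late-pachytene signals of X-linked probe sets was 0.788, against the paper's 0.69. Every alternative set before the data were examined differs from it as well, from 0.765 with spermatogonia signals of at least 32 to 0.849 on the linear scale, and so does 0.736 over the tested probe sets, chosen after seeing the values. The p of the X-linked share was 2.20e-70 by Fisher's exact test, against the paper's 3.09e-50, and 1.93e-76 with the reference annotation; the paper's text names no test and no threshold for it.

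The paper states that the other centrins start to be expressed at early pachynema. Of 5 probe sets of Cetn1, Cetn3 and Cetn4, those of Cetn1 (1.86 and 2.23) and Cetn4 (1.18 and 1.97) changed in that direction, though none passed with 1 early-pachytene array, and Cetn3 had -0.46. Cetn3 rose by 0.80 across the fractions before and after, and Cetn1 had a log2 signal of 9.13 in spermatogonia, 7.08 in pre-leptotene and 10.48 in leptotene-zygotene cells.

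The paper states that it found no bias of multicopy X-linked genes toward higher expression after meiosis, from signals divided by published copy numbers, which were not used here. Per probe set, the multicopy ones had a median change of 1.11 from spermatogonia to round spermatids, and the other X-linked ones -2.26. These are changes between fractions, while the paper compared levels per copy with those of single-copy genes. The paper's comparison was therefore not repeated, and these changes do not bear on its result.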

Other observations

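After early-pachytene the transcriptome went on changing. From mid- to late-pachytene cells 339 probe sets rose and 620 fell, among them Cd9, encoding a tetraspanin of the cell surface, by 5.14 on the log2 scale (standard error 0.85, adjusted p = 0.00665) and Cetn2 by 4.02 (changes of -3.17 and -2.81 with a floor at log2 5). The share of rises was 35.3%, and 53.0% and 53.5% after another quantile normalization and after median centring. From diplotene cells to round spermatids 2431 probe sets rose and 3181 fell (43.3% rises, 53.4% after median centring). Dct, encoding dopachrome tautomerase, rose by 4.93 (standard error 0.28, adjusted p = 8.65e-08) and Trim42 by 4.00, while Ccnb1ip1, encoding a ligase of crossover formation, fell by 3.91 (standard error 0.25, adjusted p = 2.72e-07) and Xbp1, a transcription factor of the secretory pathway, by 4.13 (with the floor 1.90, 1.17, -3.54 and -2.67). Of 30 spermatid genes 22 rose and 0 fell at this step (27 and 0 adjusted over the list alone), with a mean of 1.96 (adjusted p = 2.02e-08, 0.787 with an estimated correlation). Without diplotene replicate 1 the total of 5612 was 2557, and that of 959 was 217 without mid-pachytene replicate 1.

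Genes of pachytene spermatocytes rose before pachynema: between pre-leptotene and leptotene-zygotene cells 7 of 19 rose and 0 fell (13 and 0 adjusted over the list alone), with a mean of 1.70 (adjusted p = 9.00e-12, 0.486 with an estimated correlation), from a level in pre-leptotene below that in spermatogonia (mean log2 signals of 8.61, 7.99 and 9.70 in the 3 fractions). Genes of spermatids were higher at this step as well, by 0.91 (adjusted p = 0.00201, 0.958 with an estimated correlation). Between leptotene-zygotene and mid-pachytene cells 13 of the 19 rose, Piwil1, of the piRNA pathway, by 3.52. Genes of spermatogonia were lower across the fractions after early-pachytene than before, with 16 of 17 down and 1 up, Kit changing by -5.24. Their mean change was -3.05 (adjusted p = 0.00144 from camera, 0.838 with an estimated correlation).

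Tests of other groupings of the arrays were chosen after the results had been seen. Between spermatogonia and pre-leptotene arrays, in groupings that ignore the pairing by replicate number, chance cannot be excluded, since 2 of 35 called as many probe sets as the real one, 109, and the highest other called 720. That grouping set spermatogonia replicates 1, 2 and 3 against spermatogonia replicate 4 and the pre-leptotene arrays, so the arrays have a structure apart from their fraction. With replicate number as a block, which pairs the arrays, the real count was 927, and 8 groupings part 3 pairs as the real one does, too few for a share under 0.05: 1 of them called as many, and the highest other called 824. Of the 27 that part fewer pairs, the highest called 1197, so the structure remains with the block. For leptotene-zygotene against pre-leptotene the groupings are too few for a share under 0.05: 1 of 10 called as many as the real 453, and the highest other called 0; with the block 1 of 4 called as many as the real 996, and the highest other called 0. For the fractions after against before early-pachytene chance is excluded in a model that pools the fractions on each side into 1 group, with 1 of 100 groupings as large, 16985 probe sets in the real one and 8450 in the highest other; the model with separate fractions called 17320.

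Other lists of somatic cells had mean differences of -0.28 (Leydig cells, 5 genes, median 0.02) and 0.24 (endothelial cells, 3 genes) between pre-leptotene and spermatogonia arrays, with adjusted p = 0.994 and 0.583. Genes of mitosis were higher in pre-leptotene cells by a mean of 0.57 (adjusted p = 1.65e-12, 0.486 with an estimated correlation), with 0 of 25 past the test alone and 10 adjusted over the list alone.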
